# Methamphetamine Preconditioning Alters Midbrain Transcriptional Responses to Methamphetamine-Induced Injury in the Rat Striatum

**DOI:** 10.1371/journal.pone.0007812

**Published:** 2009-11-12

**Authors:** Jean Lud Cadet, Michael T. McCoy, Ning Sheng Cai, Irina N. Krasnova, Bruce Ladenheim, Genevieve Beauvais, Natascha Wilson, William Wood, Kevin G. Becker, Amber B. Hodges

## Abstract

Methamphetamine (METH) is an illicit drug which is neurotoxic to the mammalian brain. Numerous studies have revealed significant decreases in dopamine and serotonin levels in the brains of animals exposed to moderate-to-large METH doses given within short intervals of time. In contrast, repeated injections of small nontoxic doses of the drug followed by a challenge with toxic METH doses afford significant protection against monoamine depletion. The present study was undertaken to test the possibility that repeated injections of the drug might be accompanied by transcriptional changes involved in rendering the nigrostriatal dopaminergic system refractory to METH toxicity. Our results confirm that METH preconditioning can provide significant protection against METH-induced striatal dopamine depletion. In addition, the presence and absence of METH preconditioning were associated with substantial differences in the identity of the genes whose expression was affected by a toxic METH challenge. Quantitative PCR confirmed METH-induced changes in genes of interest and identified additional genes that were differentially impacted by the toxic METH challenge in the presence of METH preconditioning. These genes include small heat shock 27 kD 27 protein 2 (HspB2), thyrotropin-releasing hormone (TRH), brain derived neurotrophic factor (BDNF), c-fos, and some encoding antioxidant proteins including CuZn superoxide dismutase (CuZnSOD), glutathione peroxidase (GPx)-1, and heme oxygenase-1 (Hmox-1). These observations are consistent, in part, with the transcriptional alterations reported in models of lethal ischemic injuries which are preceded by ischemic or pharmacological preconditioning. Our findings suggest that multiple molecular pathways might work in tandem to protect the nigrostriatal dopaminergic pathway against the deleterious effects of the toxic psychostimulant. Further analysis of the molecular and cellular pathways regulated by these genes should help to provide some insight into the neuroadaptive potentials of the brain when repeatedly exposed to drugs of abuse.

## Introduction

METH (also nicknamed crank, crystal, speed) is an illicit drug whose abuse prevalence has reached greater proportion than the combined use of heroin and cocaine in the world. The clinical history of METH abuse is characterized by the user initially taking small doses of the drug followed by consumption of progressively larger doses of the psychostimulant [1], [2]. Patients who take these large doses often suffer from a number of psychiatric disorders which include paranoia, psychosis, withdrawal-associated depression, and even suicidal ideations and/or completed suicides [3]. Neuropsychological tests have also revealed significant cognitive deficits in a majority of METH addicts [3], [4]. Evidence for METH-induced structural changes in humans has also accumulated [5], [6]. Several studies have documented decreases in dopamine [7] and of serotonin (5-HT) [8] transporters in various regions of the brain. Although some of these neuropathological changes have been replicated in animal models, their role in the clinical course of METH abuse disorders remains to be clarified [2], [3], [9].

Studies conducted in the 1970's were the first ones to document significant decreases in the levels in DA in the brain of nonhuman primates that had been exposed to repeated injections of METH and sacrificed two weeks after cessation of drug exposure [10]. Subsequent studies in rodents replicated these observations and revealed that METH could cause substantial decreases in DA, 5-HT, and other markers of the integrity of monoaminergic systems in various brain regions [11]–[14]. The majority of these publications used models where moderate to large doses of METH were injected within short intervals of time and/or during single-day binges [2], [15]. Because single-day METH binges are more representative of accidental overdoses by inexperienced users, several groups have experimented with injecting increasing METH doses over several days prior to challenging the animals with large toxic doses of the drug [12], [16], [17]. Although these patterns of drug administration, which we recently entitled METH preconditioning [18], provide substantial attenuation of the toxic effects on monoaminergic systems, the involved neuroprotective mechanisms have remained mysterious.

Several groups of investigators have suggested that METH pretreatment might cause inhibition of METH-induced changes in body temperature, vesicular DA uptake, free radical production, and microglial activation [16], [19], [20] since these are involved in the acute toxic effects of the drug [2]. Nevertheless, much remains to be done in order to identify the molecular pathways involved in the neuroprotection mediated by METH preconditioning. Because the protective effects of METH preconditioning might be related to transcriptional changes similar to those observed in other models of brain preconditioning [21]–[27], the present study was conducted to examine if METH preconditioning might be associated with differential gene expression in the rat midbrain area that encompasses the substantia nigra (SN), a region whose neuronal cell bodies send dopaminergic axons into the rat striatum, a brain region which is injured by toxic METH doses [2]. Identification of these genes might help to decipher molecular mechanisms of protection against METH-induced injuries. These genes might also provide a more systematic rationale for the development of better therapeutic approaches against METH addiction and toxicity.

## Results

### Effects of METH on monoamine levels in the rat brain

Fig. 1 shows the effects of METH on the levels of DA, DOPAC, 5-HT, and 5-HIAA in the striatum of the animals treated with METH as described in Table S1 provided as supplemental data. Briefly, animals were injected with saline or increasing doses of METH and then challenged 72 hours later with saline or a toxic dose of METH (5 mg/kg×8 injections, given one hour apart). This paradigm resulted in four groups of animals: saline/saline (SS), saline/METH (SM), METH/saline (MS), and METH/METH (MM) [12], [18]. METH preconditioning alone (MS group) did not cause any significant changes in monoamine levels in comparison to saline control group (SS group). The METH challenge caused significant decreases (−63%) in DA levels in the striatum of rats pretreated with saline (SM group) (Fig. 1A). However, the METH challenge caused no significant decreases in DA levels in the METH-preconditioned (MM) group in comparison to the SS or the MS group. In addition, DA levels in the MM group were significantly higher than those measured in the SM group (Fig. 1A). METH challenge also caused significant decreases in DOPAC (−44%) (Fig. 1B) but not in HVA (data not shown) levels in the SM group. Pretreatment with METH provided complete protection against the toxic effects of the METH challenge on DOPAC levels (compare MM group to SM group) (Fig. 1B).

**Figure 1:**
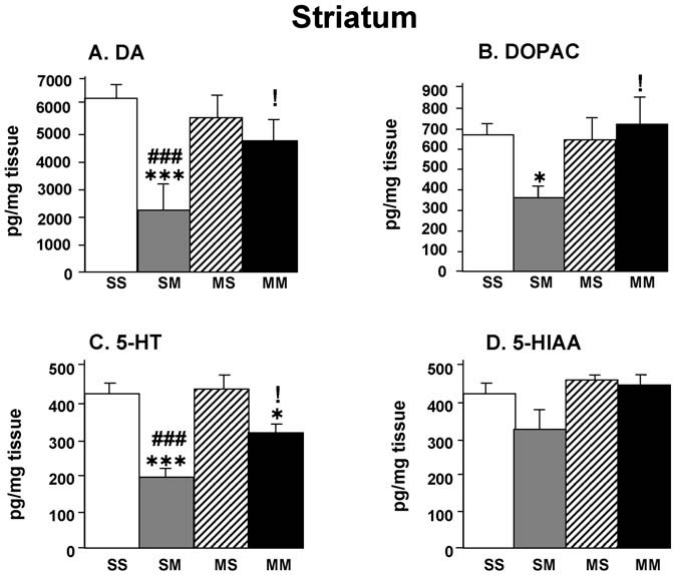
METH preconditioning causes protection against METH-induced depletion of monoamines in the rat striatum. The animals were injected as described in Table S1 and euthanized at 24 hours after the last injection of the saline or METH challenges. Values are expressed as means ± SEM (n = 6-* animals per group). Keys to statistics: *, **, *** = p<0.05, 0.01, 0.001, respectively, in comparison to the SS group; #, ##, ### = p<0.05, 0.01, 0.001, respectively, in comparison to the MS group; !, !! = p<0.05, 0.01, respectively, in comparison to the SM group.

The acute METH challenge also caused substantial decreases in striatal 5-HT concentrations in the saline- (−53%) and METH-pretreated (−24%) rats (Fig. 1C). METH pretreatment provided some degree of protection against reductions in 5-HT levels in drug-challenged animals (compare MM to SM group). 5-HIAA levels showed non-significant changes in the SM group (Fig. 1D). These small decreases were prevented by METH preconditioning (compare SM to MM group) (Fig. 1D).

Figure 2 shows the effects of METH on the concentrations of DA, DOPAC, 5-HT, and 5-HIAA in a region of the ventral midbrain which encompasses the substantia nigra (SN) and the ventral tegmental area (VTA). Neither METH preconditioning alone nor the METH challenge caused any significant changes in the levels of DA (Fig. 2A) or DOPAC (Fig. 2B) in the SN/VTA area. In contrast, METH injections induced significant decreases in 5-HT levels in both saline- and in METH-pretreated rats (Fig. 2C). However, METH did not cause any changes in 5-HIAA levels in any of the two pretreatment groups (Fig. 2D).

**Figure 2:**
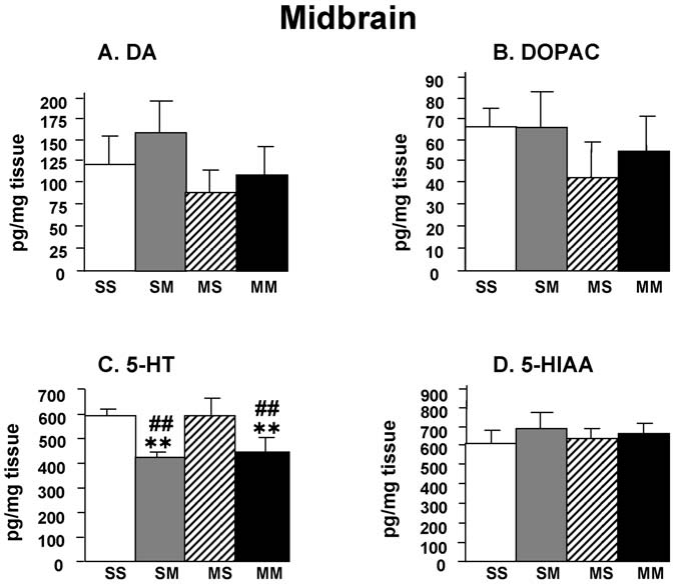
The METH challenge caused serotonin depletion in the ventral midbrain of the rat. The animals were pretreated and challenged with METH or saline as shown in Table S1 and euthanized at 24 hours after the last injection. Keys to statistics are shown in legend to Fig. 1.

### Identification of genes regulated by METH preconditioning and by METH challenges in the ventral midbrain area

Microarray analysis has become an important tool in toxicological research because it allows investigators to obtain a better panoramic view of drug-induced transcriptional changes after exposure to pharmacological agents and toxins [28], [29]. 

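The values used here come from RNA labelled as from the substantia nigra and ventral tegmental area (SN/VTA), hybridized to arrays on which each probe is a short sequence carried by beads and its signal is the fluorescence of the labelled RNA it binds. The Methods speak of striatal samples at the amplification step, and the tissue given by the array labels and the Results is followed here. The 4 groups were SS (saline pretreatment, saline challenge), SM (saline pretreatment, METH challenge), MS (METH pretreatment, saline challenge) and MM (METH pretreatment, METH challenge). Pretreatment lasted 3 weeks, and the challenge, given 72 h later, was 8 injections of saline or of METH at 5 mg/kg, 1 h apart, with euthanasia 24 h afterwards. The 13 arrays used here are 3 of SS (replicates 2, 3 and 4), 3 of SM (1, 3 and 4), 4 of MS and 3 of MM (1, 2 and 3), whereas the paper gives n = 4 per group. Each array is taken as a separate animal, as the paper implies, and the replicate number is not treated as pairing arrays of different groups. The authors extracted the signals in BeadStudio and applied global normalization in GeneSpring. Their deposited value is a ratio, the background-subtracted signal scaled per array and divided by the median of the probe or by 10 units where that median is lower, with a lower limit of 0.01. All 29831 values from probes with such low medians that were examined were whole multiples of 1 step per array within 0.02, which gives back the signal in units. Of 292799 values, 28.21% lie at the limit (26.63 to 30.48% per array), and 14294 of the 22523 probes are above it on all arrays. Ratios were divided by the median of each array, raised to a floor of 0.0107 (their 25th percentile) and compared as log2 values in limma for 17140 probes above the floor on at least 3 arrays. In each passage a gene rose or fell when it changed at least 1.7-fold at an unadjusted limma p under 0.05, the paper's criterion, and adjusted p-values are over all 17140 probes. Signals are means with SD over arrays, log2 fold changes carry their SE, and the gene lists are written from general knowledge and tested with camera. Some list members had been seen first in the paper's tables of changed genes. In simulated data with the numbers of arrays of SM and SS, 80% of 2-fold and 95% of 4-fold changes met this criterion, as did 2.12% of unchanged probes. The simulated changes were placed in probes above the limit on all arrays, and the largest SDs were capped. The shares of 80% and 95% therefore do not cover probes with arrays at the limit, whereas the 2.12% is over unchanged probes of both kinds.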

In order to assess transcriptional effects of toxic doses of METH in the ventral midbrain of rats pretreated with saline or METH, we used Illumina RatRef-12 Expression BeadChips arrays that contain 22, 523 probes (Illumina Inc., San Diego, CA). The complete raw microarray data have been submitted to the NCBI GEO database: Accession number GSE17665. The Venn diagram in Figure 3 shows the results of 3 comparisons between the four groups of rats: MS vs SS, SM vs SS, and MM vs MS. 

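Between these 4 groups, probes changed both by pretreatment and by the challenge numbered 51 in MS against SS and SM against SS, and each of the 51 moved the same way in both. Between MS against SS and MM against MS there were 31, and each moved in opposite ways. Umps, the enzyme that completes pyrimidine synthesis, shows the latter form: its signal was 185 ± 11.7 in SS (n = 3), 88.4 ± 52.4 in MS (n = 4) and 233 ± 25.3 in MM (n = 3), so it fell with pretreatment by 1.19 on the log2 scale (SE 0.40) and rose with the challenge by 1.46 (SE 0.40). Each of these pairs of comparisons shares 1 group of arrays, SS or MS. In 20 simulations with no change in any group, the shared group alone gave an average of 78.4 and 60.8 such probes. The simulations called more probes, on average 312 in MS against SS, 343 in SM against SS and 318 in MM against MS. The real numbers were 193, 277 and 227, so 51 and 31 cannot be read as fewer than the shared group gives. The simulated values were independent normal draws without the lower limit.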

To be identified as changed, the genes had to meet the following criteria: 1.7-fold changes at p<0.05. A total of 238 showed differential expression in the comparisons that included METH preconditioning alone and toxic METH challenges in the presence or absence of METH preconditioning (see Tables 1–[Table pone-0007812-t002] 3 for lists of the genes). 

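Across the 3 comparisons 604 probes met the criterion here, 115 in MS against SS alone, 215 in SM against SS alone and 185 in MM against MS alone. Of the genes listed in Tables 1 to 3, 116 are matched to a probe used here, with a gene listed in several tables counted in each. Of these, 114 moved in the direction listed (all but E2f3 and Nxf7) and 79 rose or fell at the criterion. Most of them are dim: in 88 of the 116 the brighter of the groups averaged under 32 units, and in 47 at least 1 array lies at the limit of the ratios. At 5 to 10 units the SD between arrays of a group was 4.86 units. The tables here list 31, 57 and 53 genes, so no overlap or enrichment is tested on them.

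**Figure D1:**
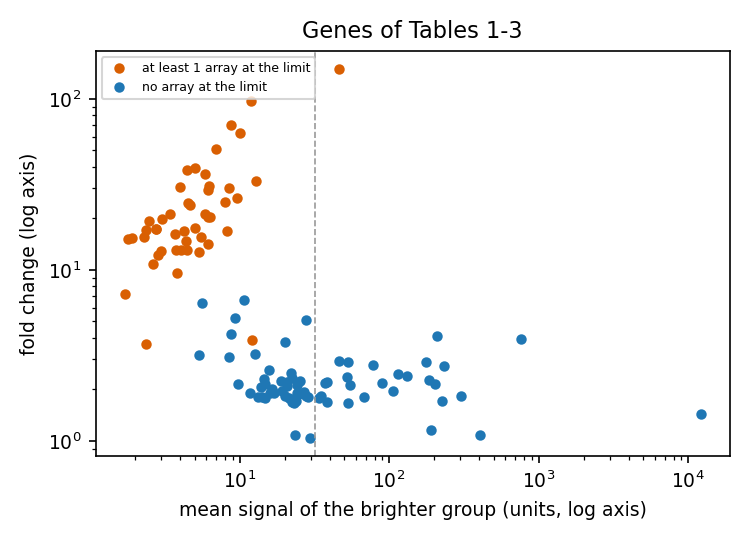
Fold changes of the 116 genes of Tables 1 to 3 against the mean signal of the brighter group, both on log axes. Orange marks genes with at least 1 array at the limit of the ratios. The dashed line marks 32 units.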

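After METH pretreatment alone Lrp10, a trafficking receptor of the lipoprotein receptor family, rose from 383 ± 125 units in SS to 675 ± 59.6 in MS (log2 fold change 0.88, SE 0.23). Wnt6, a secreted Wnt ligand, rose from 10.5 ± 5.39 to 21.9 ± 3.83 (1.21, SE 0.35). Mfhas1, a regulator of Toll-like receptor signalling, fell from 502 ± 267 to 178 ± 44.1 (-1.32, SE 0.38), with limma adjusted p = 1 for these genes. Alas2, which starts heme synthesis in red cells, fell from 30.8 ± 12.9 to 14.6 ± 3.50 (-1.0, SE 0.32, adjusted p = 1), and 7 of 8 blood cell markers were lower (mean log2 fold change -0.53, camera adjusted p = 0.000307), of which 1 fell and 2 pass when adjusted over the list alone. With the correlation of the blood markers estimated from the arrays their adjusted p is 0.324. In all, 193 probes changed, 95 up and 98 down, from 449 with unadjusted p under 0.05. At adjusted p under 0.05 there was 1, ILMN_1368942 without a symbol, which was at the limit on all MS arrays (adjusted p = 0.0431). The 193 changed probes are fewer than the average of 312 in 20 simulations with no change in any group. Of 35 splits of these arrays, the real one included, 35 gave a count as large, so chance is not excluded for these changes.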

The METH preconditioning alone caused changes in the expression of 63 genes, with 20 being upregulated and 43 being downregulated (Table 1). These genes fall within classes of cell differentiation, epigenetic control, neurotransmission/signal transduction, and transcription regulation. 

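Among the matched genes of these classes in Table 1, 2 rose and 9 fell of 17 in neurotransmission and signal transduction, and 1 rose and 4 fell of 7 in transcription. In epigenetic control the matched gene is Hells, a chromatin remodeler needed for DNA methylation. Its signal was 4.47 ± 1.29 units in SS (n = 3) and at the limit on all 4 MS arrays, at least 38.3-fold lower (limma adjusted p = 1). On the log2 scale of signals plus 16 units Hells changed by -0.35 (SE 0.06). Golga3, a Golgi matrix protein, rose (log2 fold change 1.45), as did the matrix glycoprotein Efemp1 (1.09), and the transcription factor Zbtb6 fell (-1.22), each at adjusted p = 1. Of 11 histone genes 9 were lower and none fell (median log2 fold change -0.06, camera adjusted p = 0.618).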

Interestingly, several synaptic vesicle proteins including synaptogyrin 4, synaptotagmin II and synaptophysin-like 2 [30] are significantly downregulated after chronic administration of METH. 

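Synaptogyrin 4 (Syngr4) fell after METH pretreatment from 19.2 ± 4.26 units in SS (n = 3) to 9.85 ± 3.6 in MS (n = 4; log2 fold change -0.98, SE 0.30) and the calcium sensor synaptotagmin II (Syt2) from 14.1 ± 3.29 to 7.91 ± 2.43 (-0.86, SE 0.35), with limma adjusted p = 1 for both. On MS replicate 4 Syt2 lay far below the other MS arrays, at 4.29 units, so 1 array carries part of its fall. Synaptophysin-like 2 (Sypl2) was at 3.40 ± 2.45 units in SS and at the limit on all 4 MS arrays, at least 21.1-fold lower. On the log2 scale of signals plus 16 units Sypl2 changed by -0.27 (SE 0.12). Of 29 synaptic vesicle genes 18 were lower, and these 3 are the ones that fell (mean log2 fold change -0.26, camera adjusted p = 0.111). The 3 transcripts are dim, below the 32 units under which the scatter between arrays of a group is several units.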

The toxic METH challenge caused changes in a total of 100 genes in the absence of METH preconditioning (SM group), with 50 being upregulated and 50 being downregulated (Table 2). These fall within classes of genes involved in metabolism, neurotransmission/signal transduction, proteolysis, responses to various physiological stresses, and transcription control. 

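After the challenge in saline-pretreated rats the guanylate-binding protein Gbp2, induced by interferons, fell from 114 ± 11.9 units in SS to 47.6 ± 2.90 in SM (n = 3 each, log2 fold change -1.31, SE 0.24, limma adjusted p = 0.328). Derl3, which moves misfolded proteins out of the endoplasmic reticulum, rose from 40.1 ± 6.82 to 90.2 ± 6.70 (1.12, SE 0.23, adjusted p = 0.430), and the phenol sulfotransferase Sult1a1 rose from 128 ± 29.1 to 226 ± 42.0 (0.77, SE 0.18, adjusted p = 0.542). The beta-globin transcript Hbb fell from 23300 ± 3400 to 13100 ± 1180 (-0.88, SE 0.20) and the platelet chemokine Pf4 from 303 ± 64.1 to 171 ± 12.7 (-0.87, SE 0.21). They are among 8 blood cell markers, of which 7 were lower and 4 fell, all 4 also when adjusted over the list alone (mean log2 fold change -0.72, camera adjusted p = 4.68e-06, and 0.0723 with an estimated correlation). The same SS arrays, which hold the highest blood marker means, also serve in MS against SS, so the lower blood markers there are not a separate result. Whether the samples held less blood was not tested. In all, 277 probes changed, 116 up and 161 down, from 748 with unadjusted limma p under 0.05, and 0 have an adjusted p under 0.05 (smallest 0.0849).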

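Of the matched genes of these classes in Table 2, 3 rose and 2 fell of 8 in metabolism, 7 rose and 9 fell of 24 in neurotransmission and signal transduction, 1 rose and 4 fell of 7 in stress responses, and 2 rose and 3 fell of 7 in transcription. Of 22 heat shock and chaperone genes 19 were higher (mean log2 fold change 0.17, camera adjusted p = 0.0049, but 0.383 with an estimated correlation and 0.314 without SM replicate 4), and none of them rose alone. For metabolism, 39 of 44 oxidative phosphorylation genes were higher by a mean of 0.08 (adjusted p = 0.000798, and 0.386 with an estimated correlation), while glycolysis genes had a mean of 0.04 (adjusted p = 0.161). Endoplasmic reticulum stress genes averaged 0.04 in 21 members (adjusted p = 0.185), with 1, Derl3, that rose.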

As expected, the changes in gene expression in animals euthanized 24 hours after the last injection of METH are different from those observed in animals sacrificed at 2 or 4 hours after METH injections that identified changes in immediate early genes (IEGs), several transcription factors, and in genes involved in endoplasmic reticulum stress [31]–[33]. The toxic METH challenge caused differential expression in 95 genes in the METH preconditioned group (MM), with 70 being upregulated and 25 being downregulated (Table 3). These transcripts represent classes of genes that are involved in the control of epigenetic modifications including histone H2ao, neurotransmission/signal transduction such as thyrotropin releasing hormone (TRH), and stress responses including heat shock protein 27kd protein 2 (Hspb2). 

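In METH-pretreated rats Rbm3, an RNA-binding protein induced by cold, fell after the challenge from 535 ± 115 units in MS (n = 4) to 331 ± 58.6 in MM (n = 3, log2 fold change -0.77, SE 0.16, limma adjusted p = 0.569). Its decrease in SM against SS (-0.68, SE 0.17) stayed under 1.7-fold. Lxn, an inhibitor of carboxypeptidases, fell from 655 ± 24.7 to 364 ± 169 (-1.05, SE 0.25). On the log2 scale of signals plus 16 units Lxn changed by -0.56 within replicates 1 and 2. Within 3 and 4, where MM has a single array, it changed by -1.69. Serinc2, a membrane protein of the serine incorporator family, rose from 17.0 ± 6.84 to 53.3 ± 26.6 (1.54, SE 0.41). In all, 227 probes changed, 127 up and 100 down, from 753 with unadjusted p under 0.05. Only Hyal5, of the hyaluronidase family, has an adjusted p under 0.05 (0.0434), at 2.49 ± 1.20 units in MM and at the limit on all 4 MS arrays. The share of changed probes that rose is 55.9% here, 68.1% on the ratios as deposited and 78.3% on recovered signals plus 16 units, so this share depends on the scale.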

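Hspb2, a small heat shock protein of muscle and other tissues, rose after the challenge in METH-pretreated rats (log2 fold change 3.71, SE 1.16, limma adjusted p = 0.999) from 0.861 ± 1.72 units in MS, where 3 of 4 arrays are at the limit, to 4.05 ± 2.42 in MM (n = 3), or by 0.25 on the scale of signal plus 16. Of 22 heat shock and chaperone genes 15 were higher, and Hspb2 is the 1 that rose (mean 0.29, camera adjusted p = 0.00577, and 0.384 with an estimated correlation). Among signalling genes Tph2, the enzyme that limits neuronal serotonin synthesis, rose from 1410 ± 796 to 3050 ± 632 (1.19, SE 0.46, adjusted p = 0.999). All 8 serotonin neuron markers were higher, Tph2 alone rose, and 1 passes when adjusted over the list alone (mean 0.62, camera adjusted p = 0.000537, and 0.253 with an estimated correlation). MS replicates 3 and 4 set this difference, with list means of -1.04 each against 0.04 in MS replicates 1 and 2. Of the matched genes in Table 3, 11 rose and 3 fell of 19 in neurotransmission and signal transduction, 2 rose of 4 in stress responses and none is matched in epigenetics. Histone genes had a median of -0.01 in 11 members (adjusted p = 0.867), with no named probe for H2ao.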

Surprisingly, only two genes, namely olfactory receptor 1143 and ribosomal protein L36a, were common among the three sets of comparisons (Fig. 3). They were both downregulated in the MS/SS and SM/SS comparisons but upregulated in the MM/MS comparison (see Tables 1–[Table pone-0007812-t002] 3).

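Here 4 probes met the criterion in all 3 comparisons: Mfhas1, Slc25a24 (a mitochondrial carrier of ATP), Rrh (a retinal opsin) and Olr1143. Mfhas1, the only 1 of them above the limit on every array, was lower in SM than in SS (log2 fold change -0.97) and rose from 178 ± 44.1 units in MS to 437 ± 39.6 in MM (1.24, SE 0.38, limma adjusted p = 0.999). Slc25a24 was at the limit on all 4 MS arrays, at least 41.2-fold lower than in SS (7.66 ± 8.33 units) and at least 17.4-fold lower than in MM (3.13 ± 2.73), and Rrh was at the limit on 7 of the 13 arrays.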

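Olr1143 fell in MS against SS, from 5.00 ± 2.86 units in SS, with 3 of 4 MS arrays at the limit. On the log2 scale of signal plus 16 it changed by -0.33. It was at the limit on all 3 SM arrays, at least 39.6-fold lower than in SS, or -0.38 on that scale. In MM it rose to 4.37 ± 2.46 units (0.29 on that scale). Its limma adjusted p was 0.938 in SM against SS and 0.999 or higher in the others. Rpl36a, a ribosomal protein, fell from 8.23 ± 2.01 units in SS to 0.760 ± 0.652 in MS and to 0.295 ± 0.324 in SM, each with 1 array at the limit, whereas its increase in MM against MS did not pass. As lists their families did not pass: median log2 fold changes of 407 olfactory receptor genes were -0.01, -0.05 and -0.10 in the 3 comparisons (camera adjusted p = 0.618, 0.161 and 0.267), and those of 65 cytosolic ribosomal protein genes 0, 0.06 and -0.02 (0.618, 0.136 and 0.976).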

**Figure 3:**
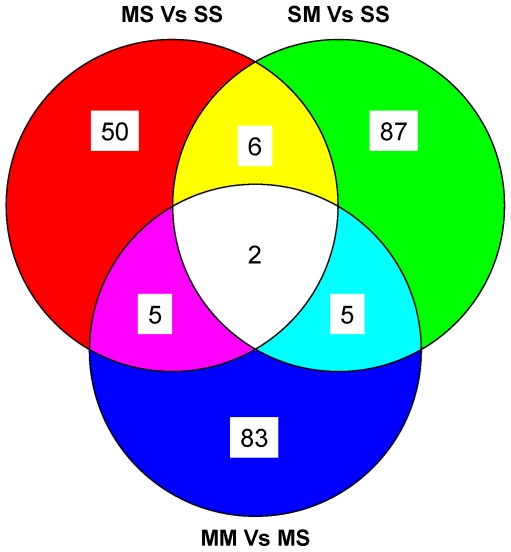
METH preconditioning reconditions midbrain transcriptional responses to METH binge challenges. The Venn diagram shows the overlap of genes identified in the three comparisons. The animals were injected and killed as described above. RNA was extracted from midbrain tissues from the side contralateral to the one used to measure monoamines. Microarray experiments were performed as described in the method section. Genes were identified as significantly changed if they show greater than ±1.7-fold changes at p<0.05.

**Table 1:** Effects of METH preconditioning alone on gene expression in the ventral midbrain.

Genbank	Symbol	Gene Name	MS/SS
	***Epigenetics***		
XM_344599	**Hist1h2ao**	histone 1, H2ao	**−2.04**
NM_001106371	**Hells**	helicase, lymphoid specific	**−40.47**
	***Metabolism and Catabolism***		
XM_230581	**Acoxl**	acyl-Coenzyme A oxidase-like	**17.92**
NM_001025402	**Umps**	uridine monophosphate synthetase	**−2.32**
NM_031598	**Pla2g2a**	phospholipase A2, group IIA (platelets, synovial fluid)	**−64.48**
	***Neurotransmission/Signal Transduction***		
NM_001001023	**Olr94**	olfactory receptor 94	**16.34**
NM_001000409	**Olr855**	olfactory receptor 855	**1.81**
NM_001007557	**Emr1**	EGF-like module containing, mucin-like, hormone receptor-like 1	**−1.70**
NM_001000129	**Olr62**	olfactory receptor 62	**−1.84**
NM_012665	**Syt2**	synaptotagmin II	**−1.84**
NM_012627	**Pkib**	protein kinase (cAMP-dependent, catalytic) inhibitor beta	**−1.94**
NM_001025644	**Syngr4**	synaptogyrin 4	**−2.01**
NM_001000915	**Olr790**	olfactory receptor 790	**−2.34**
XM_001068241	**Eda2r**	ectodysplasin A2 receptor	**−2.72**
NM_001109144	**Pth2**	parathyroid hormone 2	**−4.15**
NM_001009487	**Ly49s4**	Ly49 stimulatory receptor 4	**−7.38**
NM_080773	**Chrm1**	cholinergic receptor, muscarinic 1	**−11.13**
NM_001107800	**Stk4**	serine/threonine kinase 4	**−16.69**
NM_001107188	**Rasal2**	RAS protein activator like 2	**−17.36**
NM_001001017	**Olr1143**	olfactory receptor 1143	**−18.65**
NM_001005384	**Osmr**	oncostatin M receptor	**−22.22**
NM_001108563	**Sypl2**	synaptophysin-like 2	**−22.29**
NM_001081444	**Pik3r6**	phosphoinositide-3-kinase, regulatory subunit 6	**−22.94**
	***Transcription/Transcription Factors/Nucleotide Binding***		
NM_052802	**Kap**	kidney androgen regulated protein	**29.67**
XM_342933	**Gpatch3**	G patch domain containing 3	**15.80**
NM_022857	**N5**	DNA binding protein N5	**−1.80**
NM_001106375	**Papss2**	3′-phosphoadenosine 5′-phosphosulfate synthase 2	**−1.85**
NM_001108953	**Zbtb6**	zinc finger and BTB domain containing 6	**−2.37**
NM_001137626	**E2f3**	E2F transcription factor 3	**−25.45**
NM_001107170	**Tcfcp2l1**	transcription factor CP2-like 1	**−26.76**
NM_001105863	**Thap7**	THAP domain containing 7	**−34.62**

The data in this table were generated from the comparisons between the METH preconditioning alone (MS group) and saline control group (SS group) of animals euthanized at 24 h. To be identified as changed, the genes had to meet the criteria: greater or less than 1.7-fold and p<0.05. The values represent fold changes between the specified groups (n = 4 per group). The genes are listed in descending order according to the METH-induced fold changes within their specific functional classification.

**Table 2 pone-0007812-t002:** METH challenge-induced gene expression in the absence of METH preconditioning.

Genbank	Symbol	Gene Name	SM/SS
	***Epigenetics***		
NM_001108060	**Rcor1**	REST/NRSE corepressor 1	**29.50**
	***Metabolism and Catabolism***		
XM_001075890	**Foxred2**	FAD-dependent oxidoreductase domain containing 2	**4.76**
XM_001074061	**Mthfr**	5,10-methylenetetrahydrofolate reductase	**3.08**
NM_053962	**Sds**	serine dehydratase	**3.05**
NM_001004077	**Gk2**	glycerol kinase 2	**2.23**
NM_001109022	**Inmt**	indolethylamine N-methyltransferase	**2.00**
NM_053896	**Aldh1a2**	aldehyde dehydrogenase 1 family, member A2	**1.79**
NM_031834	**Sult1a1**	sulfotransferase family, cytosolic, 1A, phenol-preferring, member 1	**1.78**
NM_001105899	**Liph**	lipase, member H	**−1.72**
NM_031010	**Alox15**	arachidonate 15-lipoxygenase	**−2.68**
NM_012496	**Aldob**	aldolase B	**−3.40**
XM_001068364	**Akr1c12**	aldo-keto reductase family 1, member C12	**−31.03**
	***Neurotransmission/Signal Transduction***		
NM_001106879	**Efhb**	EF hand domain family, member B	**55.87**
NM_001107909	**Map3k6**	mitogen-activated protein kinase kinase kinase 6	**40.00**
NM_001044250	**Stat6**	signal transducer and activator of transcription 6	**21.74**
NM_001008932	**V1rg17**	vomeronasal 1 receptor, G17	**21.65**
NM_031649	**Klrg1**	killer cell lectin-like receptor subfamily G, member 1	**17.70**
NM_001107726	**Rrh**	retinal pigment epithelium derived rhodopsin homolog	**16.92**
XM_001066511	**Pdzd3**	PDZ domain containing 3	**7.41**
NM_012835	**Cort**	cortistatin	**4.41**
NM_001108975	**Ptch1**	patched homolog 1	**2.37**
NM_138505	**Adra2b**	adrenergic, alpha-2B-, receptor	**2.24**
XM_001080694	**Ccdc155**	coiled-coil domain containing 155	**1.96**
NM_057115	**Ptpn12**	protein tyrosine phosphatase, non-receptor type 12	**1.75**
NM_001033064	**Kazald1**	Kazal-type serine peptidase inhibitor domain 1	**−1.73**
NM_001000782	**Olr1414**	olfactory receptor 1414	**−1.74**
NM_031766	**Cpz**	carboxypeptidase Z	**−1.75**
XM_232745	**Sfn**	stratifin	**−1.78**
NM_001008513	**Ccl21b**	chemokine (C-C motif) ligand 21b (serine)	**−1.93**
NM_001106894	**Gpr110**	G protein-coupled receptor 110	**−1.99**
NM_012770	**Gucy1b2**	guanylate cyclase 1, soluble, beta 2	**−2.03**
NM_001106123	**Mrc1**	mannose receptor, C type 1	**−2.11**
NM_001000268	**Olr1673**	olfactory receptor 1673	**−2.12**
NM_001000132	**Olr49**	olfactory receptor 49	**−2.40**
NM_022202	**Grm8**	glutamate receptor, metabotropic 8	**−3.06**
NM_181373	**Grik3**	glutamate receptor, ionotropic, kainate 3	**−6.13**
NM_001107625	**Plekhk1**	pleckstrin homology domain containing, family K member 1 Rtkn2 rhotekin 2	**−12.91**
NM_001000884	**Olr1117**	olfactory receptor 1117	**−17.92**
NM_012609	**Nf1**	neurofibromin 1	**−24.98**
NM_001001017	**Olr1143**	olfactory receptor 1143	**−41.75**
NM_001000151	**Olr113**	olfactory receptor 113	**−74.45**
	***Stress Responses***		
NM_057194	**Plscr1**	phospholipid scramblase 1	**5.43**
NM_001109577	**Derl3**	Der1-like domain family, member 3	**2.27**
NM_001007729	**Pf4**	platelet factor 4	**−1.76**
NM_019335	**Eif2ak2**	eukaryotic translation initiation factor 2-alpha kinase 2	**−2.15**
NM_133624	**Gbp2**	guanylate nucleotide binding protein 2	**−2.39**
NM_182952	**Cxcl11**	chemokine (C-X-C motif) ligand 11	**−4.90**
NM_012725	**Klkb1**	kallikrein B, plasma 1	**−103.20**
	***Transcription/Transcription Factors/Nucleotide Binding***		
XM_220520	**Rai1**	retinoic acid induced 1	**33.78**
NM_145767	**Prrxl1**	paired related homeobox protein-like 1	**2.69**
NM_017058	**Vdr**	vitamin D (1,25- dihydroxyvitamin D3) receptor	**2.15**
NM_001104612	**Jrk**	jerky homolog (mouse)	**1.98**
XM_216941	**Matn2**	matrilin 2	**1.90**
NM_001033691	**Irf7**	interferon regulatory factor 7	**−1.88**
XM_341433	**Ccdc111**	coiled-coil domain containing 111	**−1.95**
NM_001107281	**Klf12**	Kruppel-like factor 12	**−2.96**
NM_053520	**Elf1**	E74-like factor 1	**−16.05**

The data in this table were generated from the comparisons between the saline-pretreated challenged with METH (SM group) and saline control group (SS group) of animals euthanized at 24 h. To be identified as changed, the genes had to meet the criteria: greater or less than 1.7-fold and p<0.05. The values represent fold changes between the specified groups (n = 4). The genes are listed in descending order according to the METH-induced fold changes within their specific functional classification.

**Table 3:** METH challenge-induced gene expression in the presence of METH preconditioning.

Genbank	Symbol	Gene Name	MM/MS
	***Epigenetics***		
XM_001052969	**Tert**	telomerase reverse transcriptase	**15.60**
XM_344599	**Hist1h2ao**	histone 1, H2ao	**1.76**
	***Metabolism and Catabolism***		
NM_001024321	**Hyal5**	hyaluronoglucosaminidase 5	**21.41**
NM_001012080	**Hfe2**	hemochromatosis type 2 (juvenile) (human homolog)	**3.40**
NM_001031656	**Serinc2**	serine incorporator 2	**3.09**
NM_001025402	**Umps**	uridine monophosphate synthetase	**2.92**
NM_022926	**Galnt7**	UDP-N-acetyl-alpha-D-galactosamine:polypeptide N-acetylgalactosaminyltransferase 7 (GalNAc-T7)	**2.06**
NM_173308	**Fut11**	fucosyltransferase 11	**2.03**
NM_173303	**Cox6c1**	cytochrome c oxidase subunit VIc-1	**1.81**
XM_227543	**Man1a2**	mannosidase, alpha, class 1A, member 2	**1.77**
NM_031582	**Aoc3**	amine oxidase, copper containing 3 (vascular adhesion protein 1)	**−1.99**
XM_230581	**Acoxl**	acyl-Coenzyme A oxidase-like	**−17.93**
	***Neurotransmission/Signal Transduction***		
XM_345342	**C5**	complement component 5	**48.31**
NM_172328	**Tac4**	tachykinin 4, Preprotachykinin C	**35.59**
NM_017123	**Areg**	amphiregulin	**33.33**
NM_001001017	**Olr1143**	olfactory receptor 1143	**16.34**
NM_019630	**Gip**	gastric inhibitory polypeptide	**16.31**
XM_341088	**Rasal1**	RAS protein activator like 1	**15.24**
NM_001009967	**Pip5k1c**	phosphatidylinositol-4-phosphate 5-kinase, type I, gamma	**13.72**
NM_001001026	**Olr127**	olfactory receptor 127	**13.23**
XM_343640	**Ptprm**	protein tyrosine phosphatase, receptor type, M	**13.16**
XM_343881	**Havcr2**	hepatitis A virus cellular receptor 2	**12.97**
NM_001107909	**Map3k6**	mitogen-activated protein kinase kinase kinase 6	**10.03**
NM_013046	**Trh**	thyrotropin releasing hormone	**4.22**
NM_022714	**Crhr2**	corticotropin releasing hormone receptor 2	**3.02**
NM_058208	**Socs2**	suppressor of cytokine signaling 2	**2.52**
NM_139188	**Otos**	otospiralin	**2.35**
XM_001058249	**Fcrl1**	Fc receptor-like 1	**2.03**
XM_001055537	**Rhbdl2**	rhomboid, veinlet-like 2 (Drosophila)	**1.98**
XM_001075502	**Ms4a11**	membrane-spanning 4-domains, subfamily A, member 11	**1.90**
XM_213380	**Rilp**	Rab interacting lysosomal protein	**1.78**
NM_021684	**Adcy10**	adenylate cyclase 10 (soluble)	**−1.97**
NM_001108321	**Rtp4**	receptor transporter protein 4	**−2.02**
XM_344047	**Olr1571**	olfactory receptor 1571	**−4.34**
NM_133413	**Cysltr2**	cysteinyl leukotriene receptor 2	**−12.54**
NM_001000146	**Olr105**	olfactory receptor 105	**−20.33**
	***Stress Responses***		
NM_212488	**Btnl7**	butyrophilin-like 7	**164.20**
NM_130431	**Hspb2**	heat shock protein 2	**14.03**
XM_574098	**Mtcp1**	mature T-cell proliferation 1	**1.70**
XM_001057564	**Csf3r**	colony stimulating factor 3 receptor (granulocyte) (Csf3r)	**−1.81**
NM_145672	**Cxcl9**	chemokine (C-X-C motif) ligand 9	**−3.58**
	***Transcription/Transcription Factors/Nucleotide Binding***		
XM_224295	**Zc3h13**	zinc finger CCCH type containing 13	**34.01**
NM_207611	**Bhlhb9**	basic helix-loop-helix domain containing, class B, 9	**26.74**
NM_031803	**Gmeb2**	glucocorticoid modulatory element binding protein 2	**25.77**
NM_001109237	**Neurod6**	neurogenic differentiation 6	**2.54**
XM_215728	**Hltf**	helicase-like transcription factor	**2.41**
NM_001037216	**Nxf7**	nuclear RNA export factor 7	**−1.74**
NM_139186	**Mki67ip**	spermatogenesis-related protein	**−1.84**
XM_001058675	**Rorc**	RAR-related orphan receptor C	**−1.93**
XM_221915	**Zfp853**	zinc finger protein 853	**−2.02**
NM_053468	**Rag1**	recombination activating gene 1	**−2.12**
NM_001033691	**Irf7**	interferon regulatory factor 7	**−2.74**
NM_001025729	**Zbed3**	zinc finger, BED domain containing 3	**−6.25**

The data in this table were generated from the comparisons between the METH preconditioning treated with METH (MM group) and METH preconditioning alone (MS group) of animals euthanized at 24 h. To be identified as changed, the genes had to meet the criteria: greater or less than 1.7-fold and p<0.05. The values represent fold changes between the specified groups (n = 4). The genes are listed in descending order according to the METH-induced fold changes within their specific functional classification.

One interesting observation among the response profiles occurs between the saline- and METH-pretreated rats after injections of toxic doses of METH. 

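At the level of gene lists, interferon-stimulated genes were lower after the METH challenge in both pretreatments. Of 40 such genes 31 were lower in SM than in SS and 6 fell, including the RNA-activated kinase Eif2ak2 (25.3 ± 3.62 units in SS, 11.9 ± 2.45 in SM, log2 fold change -1.16, SE 0.25) and the chemokine Cxcl9 (46.5 ± 31.9 to 4.20 ± 4.00, with 1 SM array at the limit). In MM 36 of the 40 were lower than in MS and 5 fell, including the receptor-transporting protein Rtp4 (202 ± 88.3 to 93.5 ± 11.4, -1.10, SE 0.27) and the RNA sensor Oas1a (-1.49, SE 0.46). The list means were -0.65 and -0.67 (limma camera adjusted p = 1.11e-08 and 8.79e-11, and 0.109 and 0.117 with an estimated correlation), 5 and 2 genes pass when adjusted over the list alone, and the difference between pretreatments was -0.02 (adjusted p = 0.977). The list mean was 1.01 on MS replicate 2, against 0.01 to 0.26 on the other MS arrays. In MM against MS the list changed by -0.9 within replicates 1 and 2 and by -0.5 within 3 and 4. Over both challenges the 31 members above the limit on all arrays averaged -0.35 (SE 0.12), a smaller change than that of the whole list. Markers of meninges and choroid plexus were also lower, 12 of 14 in SM against SS, of which 1 fell (mean -0.51, adjusted p = 0.00149, and 0.0723 with an estimated correlation), and 14 of 14 in MM against MS, of which none fell (mean -0.82, adjusted p = 5.97e-05, and 0.0369). On SS replicate 2 their mean was 0.86, against -0.05 and 0.29 on the other SS arrays, so this array adds to the difference in SM against SS. The camera call there held in 28 of 28 settings.

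**Figure D2:**
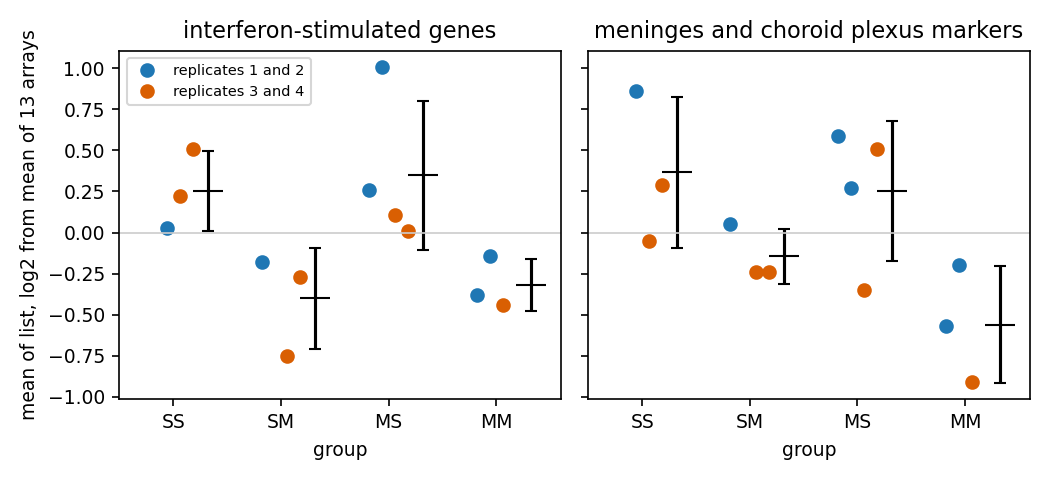
Mean log2 value of the interferon-stimulated genes and of the meninges and choroid plexus markers on each array, by group, colored by replicate number, with the mean and SD of each group.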

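Probes that met the criterion in both SM against SS and MM against MS numbered 15 here, 6 up in both, 4 down in both and 5 in opposite directions. Independent lists of these sizes would share 0.86 up in both and 0.939 down in both. The interferon-regulated Slfn4 fell in both (log2 fold changes -1.29 and -1.54), and Mmp3, which degrades matrix, rose in both, with 7 of the 13 arrays at the limit. Lpar2, a receptor for lysophosphatidic acid, was at the limit on all 3 SS arrays. It rose to 4.81 ± 3.02 units in SM, at least 35.3-fold against the floor, and to 6.68 ± 3.43 in MM. On the log2 scale of signal plus 16 Lpar2 changed by 0.42 over both challenges. Mfhas1, Fbxl12, Olr1143, Rrh and Slc25a24 moved in opposite directions. In 20 simulations with no change in any group and the scatter of these arrays, 33.6 probes were shared on average among 343 and 318 calls, 16 in the same direction and 17.6 in opposite directions.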

The Venn diagram showed that only 7 genes overlapped between these two sets of comparisons (Fig. 3). These include interferon regulatory factor 7 (Irf7), matrix metallopeptidase 14 (Mmp14), mitogen-activated protein kinase kinase kinase 6 (Map3k6), olfactory receptor 1143 (Olr1143), parvin beta (parvinb), and ribosomal protein L36a (Rpl36a), The observation of very few overlapping genes suggests that transcriptional responses to a METH challenge in the presence and absence of METH preconditioning are very dissociable (compare the list of genes in Tables 2 and 3). 

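The authors compare which genes pass the criterion in saline-pretreated and in METH-pretreated rats and take the small number of shared genes as a sign that the responses are dissociable. Compared directly, the challenge effects over 17140 probes had a correlation of 0.046 (jackknife SE 0.047), 0.105 over the 14294 probes above the limit on all arrays, and 0.183 over the recovered signals of 11518 probes. The difference between the effects, MM against MS less SM against SS, met the criterion for 285 probes, 168 up and 117 down, from 490 with unadjusted limma p under 0.05, and for 0 at adjusted p under 0.05 (smallest 0.849). Among the overlapping genes this difference was 0.44 (SE 0.40) for Mmp14 and -0.57 (SE 0.43) for Irf7, both with adjusted p = 1.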

In fact, although some of them fell within similar classifications, as noted above, there were marked differences in the identity of the METH-regulated genes in the absence and presence of METH preconditioning. For example, there was no overlap in the genes listed under classes of epigenetics, metabolism and catabolism, responses to stress, or cellular transport. Moreover, of the overlapped genes, Irf7, Mmp14, and Parvb were downregulated after the METH challenge in both the absence and presence of METH preconditioning, Map3k6 was upregulated in both cases, whereas Olr1143 and Rpl36a were downregulated or upregulated in the respective absence or presence of METH pretreatment. 

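As whole lists, the genes of these classes did not pass a test of the difference between the challenge effects with and without preconditioning: the median difference was -0.04 for heat shock and chaperone genes (camera adjusted p = 0.977), -0.10 for oxidative phosphorylation genes (0.102) and -0.08 for glycolysis genes (0.358). It was 0.04 for histone genes (0.977) and 0.06 for endoplasmic reticulum stress genes (0.865). In MM against MS 17 of the 21 endoplasmic reticulum stress genes were higher (mean log2 fold change 0.05, adjusted p = 0.0342, and 0.334 with an estimated correlation) and none rose. Metabolism genes of Table 3 that are matched here number 9, of which 4 rose and 1 fell. For none of the 30 lists does the difference pass in camera.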

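Mmp14, a membrane-bound protease that cleaves matrix, fell with the challenge in both pretreatments: 411 ± 42.3 units in SS and 138 ± 63.1 in SM (log2 fold change -1.74, SE 0.29, limma adjusted p = 0.326), 462 ± 71.5 in MS and 198 ± 15.3 in MM (-1.30, SE 0.27, adjusted p = 0.609). Irf7, the transcription factor that amplifies type I interferon signalling, fell from 107 ± 5.58 in SS to 57.2 ± 8.71 in SM (-0.97, SE 0.32) and from 178 ± 91.7 in MS to 59.2 ± 11.7 in MM (-1.54, SE 0.30, adjusted p = 0.556). Map3k6, a kinase upstream of the stress kinases JNK and p38, rose from the limit on all 3 SS arrays to 5.88 ± 5.22 in SM, at least 36.4-fold. It also rose from 0.604 ± 0.724 in MS, with 2 of 4 arrays at the limit, to 3.83 ± 1.78 in MM. On the scale of signal plus 16 its log2 fold changes were 0.43 (SE 0.14) in SM against SS and 0.25 (SE 0.13) in MM against MS. No named probe measures Parvb.

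**Figure D3:**
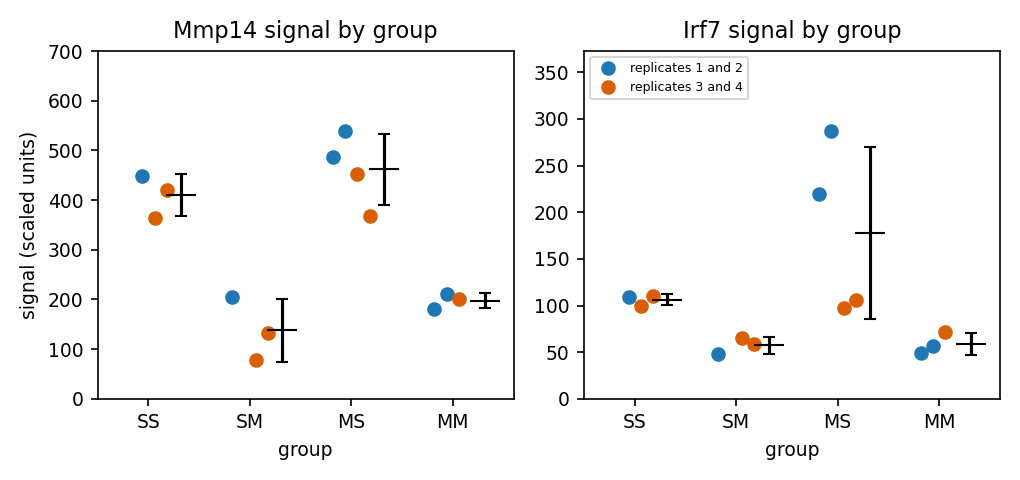
Signals of Mmp14 and Irf7 on each array by group, colored by replicate number, with the mean and SD of each group.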

One possibility for these differences is that the METH challenge caused increased expression of the repressor element silencing transcription factor/neuronal restrictive silencer factor (REST/NRSF) [34], [35] corepressor 1 (Rcort1) in the absence of METH preconditioning (see Table 3). The REST corepressor acts together with REST to silence the expression of many genes [35] which represent various functional groups including ion channels, metabolism, neurotransmitter receptors, and intracellular signaling [36]. Thus, METH-induced upregulation of this co-repressor might be responsible, in part, for the larger number of genes that are downregulated in the SM in contrast to the MM group (compare Table 2 to Table 3).

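Genes known for RE1 sites, the element REST binds, were not lower in the SM group: of 23 such genes 17 were higher than in SS and 6 lower, and none rose or fell (mean log2 fold change 0.17, camera adjusted p = 0.131). In MM against MS 14 were higher, 9 lower and none rose or fell at the criterion, with 1 gene up when adjusted over the list alone (mean 0.13, adjusted p = 0.0342, and 0.253 with an estimated correlation). The median difference between the challenge effects was 0.01 (adjusted p = 0.917). No named probe measures Rcor1, so the co-repressor itself is not analysed here.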

### Quantitative PCR

We used quantitative PCR to validate the expression of some of the genes identified by the microarray analyses using RNA from individual animals from the four groups. The primers are listed in Table 4. We first confirmed the METH-induced changes in the expression of HspB2 [37], [38] which is a member of the family of small heat shock proteins (sHSPs) that have been shown to exert significant protective effects in models of neurodegeneration [39], [40]. As seen in Fig. 4A, the METH challenge caused significant changes in HspB2 expression in both the presence and absence of METH preconditioning, with the increases in the METH preconditioned group being of greater magnitude. HspB2 is localized in the mitochondria and protects cells against heat-mediated cell demise [41]. Experiments using knockout mice have shown that HspB2 can protect against ischemia/reperfusion-induced injuries in the heart [42], suggesting that the METH-induced changes in HspB2 might participate in preventing retrograde degeneration of the nigrostriatal dopaminergic system in rodents after METH-induced destruction of striatal DA terminals.

**Figure 4:**
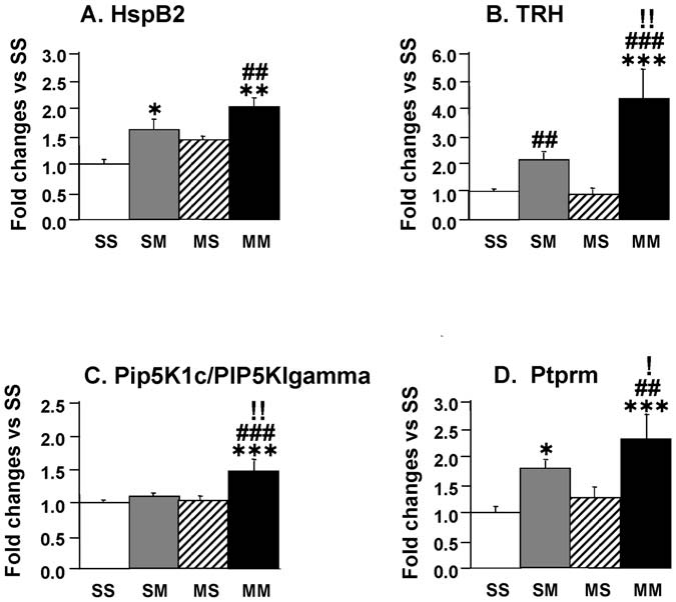
Quantitative PCR validates METH challenge-induced changes in gene expression in the METH-preconditioned group. Data were obtained from RNA obtained from 5–6 animals per group and measured individually. The mRNA levels were normalized to 18S rRNA levels. The values represent means + SEM in comparison to the saline-pretreated challenged with saline (SS group). METH caused substantial increases in (A) HspB2 in the MM group, (B) TRH in the SM and MM groups, (C) Pip5k1c in the MM group, and (D) Ptprm in both the SM and MM groups. Keys to statistics: *, **, *** = p<0.05, 0.01, 0.001, respectively, in comparison to the SS group; #, ##, ### = p<0.05, 0.01, 0.001, respectively, in comparison to the MS group; !, !!, !!! = p<0.05, 0.01, 0.001 respectively, in comparison to the SM group.

**Table 4:** List of Primers.

Primer Name	Primer Up	Primer Down
HspB2	CTG CCG AGT ACG AAT TTG CC	CTC TGG CTA TCT CTT CCT CTT
TRH	GGA CAA GTA TTC ATG GGC	CTC TTG GTG ACA TCA GAC
Pip5K1c	GCC TCT GAT GAG GAA GAT GC	AGT TAT GTG TCG CTC TCG CC
Ptprm	TCA TCG ACC CAA CCA TTA T	CCA GTA TTT GCA GCA TTT C
c-fos	GGG CAA AGT AGA GCA G	CTC TTT CAG TAG ATT GGC A
Fra1	TGT GCC AAG CAT CAA C	CCA ACT TGT CGG TCT C
Fra2	CTG TGT GCA AAA TCA GT	AGC AAT GCT AAT GGG C
c-Jun	TTG CCC CAA CAG ATC C	GCT GCG TTA GCA TGA G
JunB	CAC GAC TAC AAA CTC C	CGT GGT TCA TCT TCT G
JunD	GTG TGT TTC CTT GTG TTG	TTT GGC GTA ACG AAG AC
BDNF	TGA TGC TCA GCA GTC AA	CAC TCG CTA ATA CTG TCA C
GDNF	GGA CTC TAA GAT GAA GTT ATG G	ATC AAA CTG GTC AGG ATA AT
CuZnSOD	AAT ACA CAA GGC TGT ACC	GAG ATC ACA CGA TCT TCA A
MnSOD	AAC TGG GAG AAT GTT AGC	TGG ATA GGC ATC AAT GAA GAT TA
GPx-1	TGT TTG AGA AGT GCG AG	TCC AGG AAA TGT CGT TG
Hmox-1	GTA CCA TAT CTA CAC GGC	GGA GAC GCT TTA CAT AGT
18s	GCG CAA ATT ACC CAC T	ATC CAA CTA CGA GCT T

We also sought to confirm the METH-induced changes in the expression of thyrotropin-releasing hormone (TRH) observed in the microarray data because TRH is widely distributed in the rat brain [43] and interacts with dopaminergic systems in the brain [44]. 

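Trh rose with the challenge whether or not rats were pretreated: from 275 ± 91.6 units in SS to 655 ± 314 in SM (n = 3 each, log2 fold change 1.15, SE 0.48, limma adjusted p = 1) and from 195 ± 90.6 in MS (n = 4) to 766 ± 289 in MM (n = 3, 1.99, SE 0.45, adjusted p = 0.679). All 3 MM arrays were above all 4 MS arrays, and the exact permutation p is 0.0286, the smallest that splits of these arrays can give. The paper lists Trh because it changed on these arrays. This p takes no account of that choice and does not exclude chance. The difference between the increases was 0.84 (SE 0.66, adjusted p = 1) on the arrays. The list of 12 hypothalamic peptide genes, which includes Trh, did not pass (means 0.44 and 0.33, medians 0.08 and 0.12, camera adjusted p = 0.300 and 0.354), nor did 26 neuropeptide genes (means 0.30 and 0.53, 0.177 and 0.160).

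**Figure D4:**
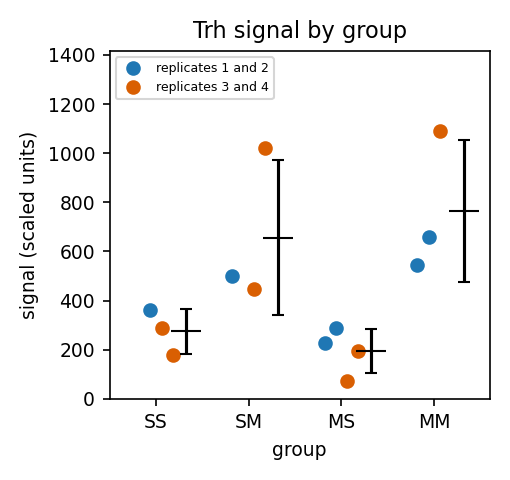
Signal of Trh on each array by group, colored by replicate number, with the mean and SD of each group.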

Our results confirmed that the METH challenges caused substantial increases in TRH expression in the presence of METH preconditioning (Fig. 4B). There were also METH-induced changes in the saline-pretreated rats, increases that were of smaller magnitude than those observed in the presence of METH preconditioning. The small increases observed in the SM group are consistent with increases in TRH concentrations previously reported in the brains of rats that had received doses of the neurotoxin, 6-hydroxydopamine (6-OHDA), which depletes DA in the brain [45] since the SM group also experiences significant decreases in striatal DA levels (see Fig. 1A). The fact that METH-challenged METH-preconditioned animals, which were protected against striatal DA depletion (MM group in Fig. 1A), showed greater increases in TRH expression than the saline-pretreated METH-challenged rats suggests that the changes in the TRH transcript in the former group might be involved not only in protecting the cell bodies located in the SN/VTA area but also in protecting striatal dopaminergic terminals against METH-induced DA depletion.

As shown in Fig. 4C, we were also able to confirm the METH-induced increases in Pip5k1c, also called PIP5KIgamma [46]. The METH challenge caused increases only in the METH preconditioned state. Pip5k1c is a major synaptic type I phosphatidylinositol 4-phosphate (PtdIns(4)P) 5-kinase (PIP5K) that phosphorylates phosphatidylinositol-4-phosphate to generate phosphatidylinositol 4, 5-bisphosphate (PIP2), a lipid molecule that has been implicated in an array of cellular functions which include signal transduction, cytoskeletal organization, regulated exocytosis and clathrin-mediated endocytosis [47]–[50]. Because PIP2 is also involved in the mediation of gene expression and cell survival [51], [52], the present results suggest that METH preconditioning might have induced changes in lipid signaling, which might participate in the alterations of METH-induced transcriptional responses of the SN/VTA cell bodies. Because PIP5K function is regulated mostly through protein interactions with Rho and Arf families of small G-proteins [53], it was surprising that METH preconditioning was associated with increased Pip5k1c transcription in response to a toxic METH challenge. Elucidation of the mechanism involved and the role of Pip5k1c in the function of the mesostriatal dopaminergic system in the absence and presence of METH preconditioning will have to await future studies. This is an important issue because PIP5KIgamma is the major PIP kinase identified at synapses [54] and because it has recently been shown to be required for neuronal development [55].

We also confirmed METH-induced increases in Ptprm in the presence of METH preconditioning (Fig. 4D). We also found that the METH challenge caused smaller increases in the saline-pretreated group. Ptprm is a member of the family of tyrosine phosphatases which are involved in tyrosine phosphorylation/dephosphorylation events that are controlled by protein tyrosine kinases (PTKs) and protein tyrosine phosphatases (PTPs) [56]–[58]. This process is critical to the regulation of several cellular functions including cell proliferation and differentiation, metabolism, and gene transcription [58]. Ptprm mediates aggregation through homophilic binding [59] and associates with cadherins [60] which are a large family of cell-cell adhesion molecules that bind actin and intermediate filaments to the plasma membrane and play significant roles in synaptic plasticity [61]. Thus, increased Ptprm expression in the presence of METH preconditioning might constitute one component of molecular events involved in long-term neuroadaptations to repeated METH injections. This idea is consistent with reports of psychostimulant-induced structural plasticity in animals exposed to psychostimulants [62].

Microarray analyses may sometimes underestimate changes in gene expression [63]. Therefore, we quantified the expression of some members of the AP1 transcription factors (TFs) which have been implicated in brain preconditioning [64], [65] and are affected in several regions of the rodent brain early after METH administration [31], [32], [66], [67]. 

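On the arrays the AP-1 components that have a named probe and were measured by PCR did not meet the criterion 24 h after the challenge. Log2 fold changes in SM against SS and MM against MS were -0.06 (SE 0.27) and 0.44 (SE 0.25) for Fos, -0.04 and -0.11 for Jun, and -0.08 and 0.06 for Junb. Together they averaged -0.06 and 0.13 (camera adjusted p = 0.592 and 0.629), and 17 immediate early genes, whose transcription starts within minutes of a stimulus, averaged -0.10 and 0.18 (0.714 and 0.647). Fosl1, Fosl2 and Jund have no named probe and are not analysed here.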

We thought it possible that there might be differential expression of these factors in the METH preconditioning model even though they were not identified in the microarray experiments. Fig. 5 shows the effects of the toxic METH challenge in the absence and presence of METH preconditioning. There were significant increases in c-fos expression in the METH-challenged preconditioned group in comparison to all three groups (Fig. 5A). The METH-challenged saline-pretreated group did not show any significant changes in c-fos. Fra1 expression showed significant METH challenge-induced increases in the absence of METH preconditioning whereas the increases in the MM group did not reach statistical significance (Fig. 5B) There were significant increases in Fra2 expression in the SM group in comparison to both the SS and the MS group whereas the increased observed in the MM group were significantly different from the MS group (Fig. 5C). We also measured the expression of c-jun, junB, and junD in the four groups. There were no significant different differences in c-jun expression in any of the groups (Fig. 5D). METH caused significant increases only in the METH preconditioned state (Fig. 5E). JunD expression was affected by METH only in the absence of METH preconditioning (Fig. 5F).

**Figure 5:**
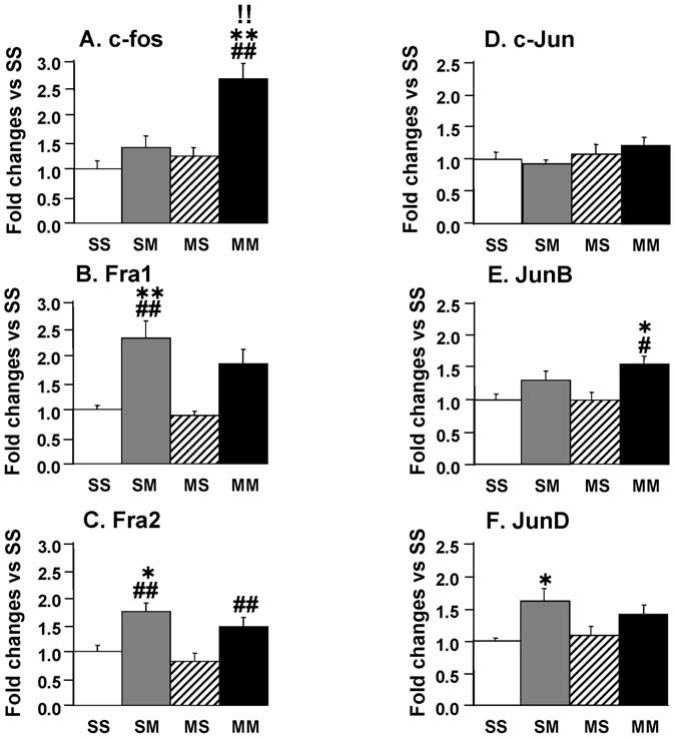
The METH challenge caused differential responses in the expression of AP1 transcription factors in the presence and absence of METH preconditioning. METH caused substantial increases in (A) c-fos in the MM group, (B) Fra1 in the SM group, and (C) Fra2 in the SM and MM groups. (D) c-Jun expression was not affected in any of the groups whereas (E) JunB showed METH-induced increases in the MM while (F) JunD expression was increased in the SM group. Keys to statistics are as described in Fig. 4.

We also measured the expression of brain derived neurotrophic factor (BDNF) which is thought to be a mediator of ischemic preconditioning [64], [65], [68], [69] and of glial cell line-derived neurotrophic factor (GDNF) which is known to exert protective effects against METH-induced toxicity [70]–[72]. Both of these trophic factors are involved in the survival of midbrain dopaminergic neurons [73]–[76]. Fig. 6A shows that the toxic METH challenge caused significant increases in BDNF in the presence of METH preconditioning. The small increase in BDNF in the SM group was not significantly different from the SS group but was different from the MS group. In contrast, there were smaller changes in the expression of GDNF after the METH challenge in the presence and absence of METH preconditioning, with these changes being significant only in comparison to the MS group (Fig. 6B).

**Figure 6:**
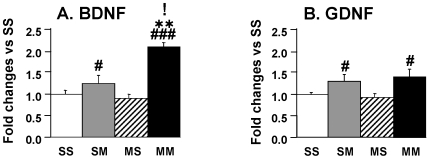
The METH challenge caused increases in BDNF expression in the rat ventral midbrain in the presence of METH preconditioning. The METH challenge caused significant increases in (A) BDNF mRNA in the METH-preconditioned group (MM). The METH-induced changes in (B) GDNF were only significantly different from the values in the MS but not from the other groups. Keys to statistics are as in Fig. 4.

Finally, we measured the expression of several antioxidant genes that have been proposed as potential mediators of ischemic preconditioning [64], [77], [78] because METH toxicity involves the production of reactive oxygen species [2], [79]. These include the antioxidant enzymes copper zinc superoxide dismutase (CuZnSOD), manganese SOD (MnSOD), and glutathione peroxidase-1 (GPx1). These were chosen because METH-induced toxicity is mediated, in part, by the production of reactive oxygen species (ROS) such as superoxides [80], hydrogen peroxide (H2O2) [81], [82] and hydroxyl radicals (see [2] for a recent review). We wanted to know if these antioxidant genes might also show differential responses to the METH challenge in the presence and absence of METH preconditioning. Fig. 7A shows that the METH challenge caused small but significant increases in CuZnSOD mRNA levels in the MM in comparison to the SS and MS groups. The SM group showed small increases that did not reach significance. The expression of MnSOD was also significantly increased in the MM group (Fig. 7B). The METH-induced changes in the SM group did not reach significance. GPx-1 showed significant increases in the MM group but not in the SM group (Fig. 7C). We also measured the levels of Hmox-1 which is induced by toxic METH doses [33] and which was recently reported to protect against METH toxicity [83]. As can be seen in Fig. 7D, there were significant METH challenge-induced increases in Hmox-1 expression in the presence of METH preconditioning. The increases in the SM did not reach significance due to some individual variability in the response to METH in that group.

**Figure 7:**
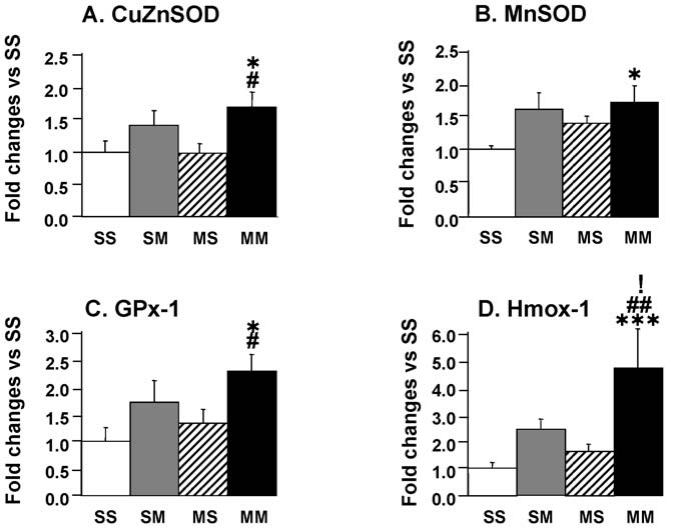
The METH challenge caused changes in the expression of antioxidant transcripts in the ventral midbrain of METH-preconditioned rats. The METH challenge caused significant increases in (A) CuZnSOD, (B) MnSOD, (C) GPx, and (D) Hmox1 in the METH-preconditioned group. Keys to statistics are shown in the legend to Fig. 4.

## Discussion

The major findings of our study are that a challenge with toxic doses of METH caused marked reductions in the levels of DA and 5-HT in the striatum but significant decreases only in 5-HT concentrations in the VTA/SN of rats. Pretreatment of the animals with progressively higher but nontoxic doses of METH caused complete protection against METH challenge-induced DA depletion but partial protection against 5-HT depletion in the striatum. In contrast, the pretreatment did not afford any protection against METH-induced decreases in 5-HT levels in the ventral midbrain. The observations on the protective effects of METH preconditioning on drug-induced monoamine depletion are consistent with those reported by several groups of investigators (reviewed in [2]). In addition to the biochemical data, microarray analyses revealed that METH preconditioning was associated with METH challenge-induced transcriptional responses that were substantially different from those observed in the absence of drug preconditioning. 

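Set side by side, Mmp14, Irf7 and Trh changed in the same direction with and without preconditioning, and Mfhas1, Slc25a24 and Olr1143 in opposite directions. Of the probes that met the criterion for a difference between the effects, 103 up and 74 down were above the limit on all arrays, which is 177 of 285. Gbp2 differed by 0.69 (SE 0.32) and Rbm3 by -0.08 (SE 0.23), each at limma adjusted p = 1. The list nearest to a difference was the blood cell markers, which did not pass (0.58, camera adjusted p = 0.0562, and 0.968 with an estimated correlation).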

The transcriptional profile in response to METH preconditioning alone is characterized by significant decreases in the expression of several transcripts (43 out of 63 genes) that are involved in epigenetic phenomena, neurotransmission and signal transduction, and transcriptional regulation (see Table 1). These observations suggest that the latent METH tolerant brain might be characterized by a state of decreased metabolism associated with suppressed neurotransmission because 18 of 21 genes involved in metabolism, neurotransmission and signal transduction were down-regulated by METH preconditioning alone. This idea is consistent with clinical studies that have reported that humans who abuse METH chronically show decreased brain glucose metabolism [84], [85]. 

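Of the probes changed by pretreatment here, 95 rose and 98 fell, and of the 82 that were above the limit on all arrays 49 rose and 33 fell. On recovered signals plus 16 units 6 rose and 9 fell of the 15 such probes, so the balance between rises and falls after pretreatment depends on the scale. The matched genes of Table 1 number 28, and 27 of them moved in the direction listed.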

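Of these 21 genes of Table 1, 20 are matched here, 17 were lower in MS than in SS, and 11 fell and 3 rose at the criterion. In 18 of the 20 the brighter group averaged under 32 units, and 11 have at least 1 array at the limit. Broader metabolic lists did not pass: 34 of 44 oxidative phosphorylation genes were higher in MS (mean log2 fold change 0.02, camera adjusted p = 0.654), as were 13 of 18 glycolysis genes (0.04, adjusted p = 0.618). Markers of dopamine neurons averaged -0.54 in 13 genes with a median of -0.05 (adjusted p = 0.654), of serotonin neurons -0.57 in 8 (0.0801), of GABA neurons 0.15 in 4 (0.618) and of glutamate neurons -0.49 in 6 (0.618), and none of these genes rose or fell.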

Our additional findings that pretreatment with progressively increasing nontoxic amount of METH is associated with substantial alterations in the transcriptional responses to an injurious METH challenge are consistent with observations that brief ischemic events can also change genomic responses to more prolonged ischemic injuries [25], [26], [86]. These results suggest that neuroadaptive molecular changes might serve a fundamental role in the survival of neurons in organisms faced with an array of environmental toxic stressors [87], [88] . In what follows, we discuss the potential protective role of differential changes in gene expression in the model of METH preconditioning.

TRH was originally discovered as a hypothalamic neuropeptide which is involved in the synthesis and release of thyrotropin for the pituitary gland [89]. TRH is widely distributed in the brain [43] and is important in the regulation of energy metabolism via effects on feeding behaviors, locomotor activity and thermogenesis [90], [91]. A number of studies have indicated that TRH and some analogs can provide significant neuroprotection in several models of neurodegeneration. For example, TRH has been shown to improve recovery after traumatic injuries to the cervical spine [92] and the brain [93]. It has also been reported that TRH analogs also provide significant beneficial effects against cerebral ischemia [94], [95]. TRH also provides neuroprotection against N-methyl-D-aspartate (NMDA)-induced cell death in rat hippocampal slices [96]. This discussion is also consistent with reports that TRH can protect against kainate-induced neurotoxicity in rodents [97] and glutamate-induced neuronal cell death [98]. Since ischemic or pharmacological preconditioning provides significant protection in these various models [27], [64], [99], it will be of interest to test whether these preconditioning paradigms also cause increases in TRH expression.

The expression of BDNF, a member of the neurotrophin family of trophic factors that are involved in the developmental regulation of cell survival and differentiation and in the mediation of synaptic plasticity [100], [101], was also affected differentially by the METH challenge in the absence and presence of METH preconditioning. The increases in the BDNF transcript in the METH-preconditioned animals which were then injected with toxic doses of METH suggest that the repeated injections of nontoxic doses of METH might have primed the BDNF promoter, possibly via epigenetic modifications, to such a degree that there were increased BDNF transcription only after exposure to a toxic dose of the drug since there were no changes in the BDNF transcript in the METH preconditioning only group. The idea that the BDNF responses to METH preconditioning might be related to epigenetic changes is consistent with the report that histone deacetylase (HDAC) inhibitors can cause increases in BDNF transcription and protection of dopaminergic neurons against cellular damage [102]. Moreover, the observations that BDNF expression is related to decreases in CpG methylation in the regulatory sequence of the BDNF gene [103] and that developmental BDNF expression in the mouse brain is also correlated with patterns of methylation at CpG sites within the BDNF promoter [104] also support the idea that epigenetic phenomena are very important to the regulation of BDNF expression after METH preconditioning. The possibility exists, nevertheless, that other mechanisms might be involved in BDNF regulation. For example, we found that METH caused differential c-fos expression in a manner that parallels the changes in BDNF expression among the experimental groups. Members of the AP-1 family of transcription factors, especially c-fos, are induced in several models of neuronal injuries [105], [106]. BDNF is often induced in the same models of brain injury [105], [106], with BDNF and c-fos being, oftentimes, co-induced in neurons after excitotoxic damage [105]. Moreover, c-fos mutant knockout mice show altered responses in BDNF expression after injections of the excitotoxin, kainic acid [105], [106]. Also of interest is the demonstration that BDNF can induce c-fos expression in midbrain dopaminergic neurons [107]. Thus, when taken together with our present data, these observations suggest that the METH-induced increases in BDNF expression observed after METH preconditioning might, in part, be secondary to METH-induced changes in c-fos expression or vice versa in such a manner as to form a feedback regulatory loop that serves to provide long-term neuroprotection against METH-induced injuries. The latter suggestion is consistent with our previous observation that METH toxicity is exacerbated in the brains of c-fos knockout mice [108]. This idea is also supported by the report that induction of endogenous BDNF protects midbrain DA neurons against kainate-induced transneuronal degeneration [73]. It is also remarkable that BDNF has been reported to cause upregulation of pre-pro-TRH in the fetal hypothalamus [109], [110]. These observations suggest that BDNF might act through various signaling mechanisms to protect the mesostriatal DA system against the toxic effects of METH since TRH, a neuroprotective hormone [92]–[96], showed large increases in the ventral midbrain of METH-challenged rats in the presence of METH preconditioning.

Recent evidence has accumulated to suggest that some of the protective effects of trophic factors, including BDNF, might be mediated through inhibition of the deleterious effects of reactive oxygen species (ROS) [111]–[113]. ROS including superoxide radicals, hydrogen peroxide, and hydroxyl radicals are reactive molecules that are produced during normal cellular processes [114]. Their overproduction in the brain is thought to negatively impact protein function, to cause lipid peroxidation, damage to nucleic acids and to be involved in neurodegenerative processes [114], [115]. Almost immediately after the description of the toxic effects of METH, it was suggested that METH-induced monoamine depletion might be mediated by reactive species generated during DA metabolism [116]. A role for superoxide radicals was confirmed by the demonstration that METH toxicity was attenuated in CuZnSOD transgenic mice [80], [117]. Subsequent studies have shown that DA-generated quinones, which trigger quinone cycling-dependent generation of superoxides and hydrogen peroxide, are indeed involved in METH toxicity [118], [119]. Studies measuring lipid peroxidation, activity of antioxidant enzymes, and formation of oxygen-based radicals have confirmed a role for free radicals in the mediation of METH toxicity [2], [82]. Our observations of significant increases in antioxidant transcripts suggest that repeated nontoxic oxidative stress induced by METH preconditioning might have triggered the development of a latent METH tolerance in striatal DA terminals whose cell bodies are located in midbrain DA neurons [120]. Moreover, the changes observed in antioxidant transcripts in SN/VTA cell bodies might serve to supply antioxidant proteins to scavenge METH-mediated DA-dependent reactive oxygen species generated within monoaminergic cell bodies and terminals [2], [80]. Thus, working jointly with BDNF, c-fos, and HspB2, increased transcription of these antioxidant genes might have promoted a state of resistance to any further METH-induced damage to the nigrostriatal DA system (see the schema in Fig. 8).

**Figure 8:**
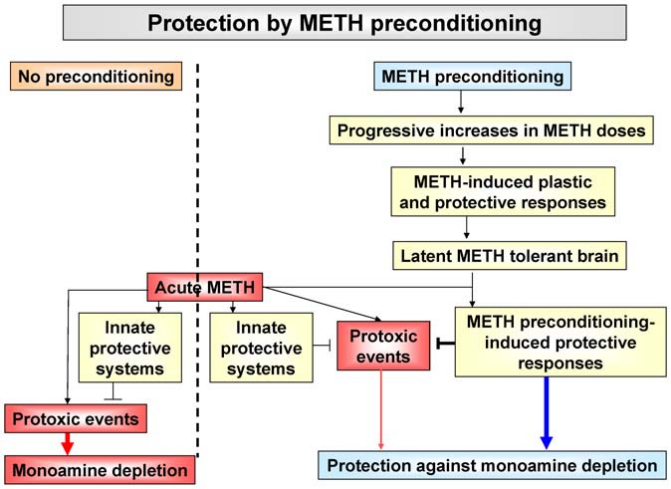
Schematic rendering of potential pathways involved in METH preconditioning-induced protection on METH-induced striatal DA depletion. The METH challenge caused substantial depletion of monoamines in the saline-pretreated animals. Repeated injections of lower nontoxic doses of METH can cause repeated low levels of oxidative stress that are not toxic to cells. Moreover, repeated non-toxic oxidative stress in the striatum and/or the ventral midbrain might trigger molecular mechanisms that generate a state of latent METH refractory brain that provides protection against METH toxicity. The proposed tolerant state might occur through chronic METH-induced free radical-mediated epigenetic changes and subsequent differential genomic responses to toxic doses of the drug.

Also of interest are the increases in Hmox-1 expression observed after the METH challenge in the METH preconditioned group. Hmox-1 is a phase 2 enzyme that is induced by oxidative stress and cellular injury [121], [122]. METH causes its toxic effects, in part, by causing oxidative stress [80], [82]. The drug has recently been found to increase Hmox-1 expression [33], [83] and Hmox-1 induction protects against METH-induced toxicity [83]. Thus, METH preconditioning might be associated with modifications in the promoter of the Hmox-1 gene in such a way as to render it more responsive to the injection of METH doses that are known to cause oxidative stress-induced injuries in the brain [2], [79], with the increases in Hmox-1 expression playing a significant role in the protection against METH-induced DA depletion observed in the presence of METH preconditioning. This suggestion is supported by the reports that Hmox-1 is involved in the protection afforded by hyperbaric preconditioning of spinal cord neurons [123] and by isoflurane preconditioning against glucose deprivation [124]. It is also consistent with the observations that Hmox-1 overexpression protects against 1-methyl-4-phenylpyridinium-induced toxicity against dopaminergic neurons [125].

In summary, this is the first demonstration that prior repeated injections of nontoxic doses of METH, which cause protection against METH-induced striatal DA depletion in the rat, are also associated with differential transcriptional responses to toxic METH doses in the ventral midbrain of rats. These findings suggest that METH preconditioning protects against striatal DA depletion, in part, by suppressing injurious mechanisms while also augmenting neuroprotective pathways in the nigrostriatal dopaminergic pathway. Thus, the protective effects observed after METH preconditioning are not solely dependent on changes in one specific biochemical or molecular pathway but on multiple endogenous protective systems working in concert. Our observations further suggest that METH preconditioning-induced transcriptional alterations might be the results of epigenetic switches that affect promoter regions of genes in such a way that changes in their transcriptional regulation become manifest only in the presence of challenges with toxic doses of the psychostimulant. Finally, because our results are consistent with observations reported in models of brain preconditioning mediated by ischemia or pharmacological agents, it will be of interest to test if METH preconditioning might exert neuroprotective effects against other models of neurodegeneration.

## Materials and Methods

### Animals

Male Sprague-Dawley rats (Charles Rivers Laboratories, Raleigh, NC), weighing 330–370 g in the beginning of the experiment were used in the present study. Animals were housed in a humidity- and temperature-controlled room and were given free access to food and water. All animal procedures were performed according to the National Institutes of Health *Guide for the Care and Use of Laboratory Animals* and were approved by the local Animal Care Committee.

### Drug Treatment and Tissue Collection

Following habituation, rats were injected intraperitoneally with either (±)-METH-hydrochloride (NIDA, Baltimore, MD) or an equivalent volume of 0.9% saline for a period of three weeks as described in Table S1 in supplemental data. The saline- or METH-pretreated animals received either saline or METH (5 mg/kg×8 at 1 h intervals) challenges 72 hours after the preconditioning period. Similar doses of METH are known to cause significant decreases in the levels of monoamines in the rat striatum [12], [18] which received dopaminergic terminals from midbrain dopaminergic cell bodies located in the substantia nigra (SN) and ventral tegmental area (VTA) [126], [127]. Thus, the four groups of animals were: saline/saline (SS), saline/METH (SM), METH/saline (MS), and METH/METH (MM). The animals were euthanized 24 h later by decapitation. Their brains were quickly removed, striatal and SN/VTA tissues were dissected on ice, snap frozen on dry ice, and stored at −80°C until used in either HPLC, microarray analyses, or quantitative PCR experiments as described below. One side of the brain was used for HPLC and the other side for microarray and PCR experiments.

### HPLC

For monoamine analysis, the brain regions were homogenized in 0.01 M HClO_4_ and centrifuged at 14, 000×g for 15 min. DA, 3,4-dihydroxyphenylacetic acid (DOPAC), homovanillic acid (HVA), 5-HT and 5-hydroxyindoleacetic acid (5-HIAA) levels were analyzed in the brain tissue extracts using HPLC with electrochemical detector as previously described [128]. Monoamine levels are reported as pg/mg of tissue weight.

### RNA extraction

Total RNA was isolated using Qiagen RNeasy Midi kit (Qiagen, Valencia, CA) according to the manufacturer's instructions. RNA integrity was assessed using an Agilent 2100 Bioanalyzer (Agilent, Palo Alto, CA) and showed no degradation.

### Microarray hybridization and scanning

Microarray hybridization was carried out using Illumina's RatRef-12 Expression BeadChips arrays (22, 523 probes) (Illumina Inc., San Diego, CA). In brief, a 600 ng aliquot of total RNA from each striatal sample was amplified using Ambion's Illumina RNA Amplification kit (cat. no. IL1791; Ambion, Austin, TX). Single-stranded RNA (cRNA) was generated and labeled by incorporating biotin-16-UTP (Roche Diagnostics GmbH, Mannheim, Germany, cat. no. 11388908910). 750 ng of each cRNA sample were hybridized to Illumina arrays at 55°C overnight according to the Illumina Whole-Genome Gene Expression Protocol for BeadStation (Illumina Inc., San Diego, CA, cat. # 11201828). Hybridized biotinylated cRNA was detected with Cyanine3-streptavidin (Amersham Biosciences, Piscataway, NJ, cat. #146065) and quantified using Illumina's BeadStation 500GX Genetic Analysis Systems scanner as described previously [33].

### Microarray data analysis

The microarray data reported in the manuscript are in accordance with MIAME guidelines. The raw data for the analyses of the four groups of animals have been deposited in the NCBI GEO database: Accession number GSE17665. The Illumina BeadStudio software was used to measure fluorescent hybridization signals. Data were extracted by BeadStudio (Illumina, San Diego, CA) and then analyzed using GeneSpring software v. 7.3.1 (Silicon Genetics, Redwood City, CA, USA). Raw data were imported into GeneSpring and normalized using global normalization. The normalized data were used to identify changes in gene expression in these 3 group comparisons: MS vs SS, SM vs SS, and MM vs MS. A gene was identified as changed if it showed increased or decreased expression according to an arbitrary cut-off of 1.7-fold changes at p<0.05.

### Real-time PCR

Total RNA extracted from a midbrain region that encompasses the ventral tegmental area and substantia nigra of the rat was used to confirm the expression of genes of interest by real-time RT-PCR as previously described [33]. In brief, individual total RNA obtained from 5–7 rats per group was reverse-transcribed with oligo dT primers and RT for PCR kit (Clontech, Palo Alto, CA). PCR experiments were done using the Chroma4 RT-PCR Detection System (BioRad Hercules, CA USA) and iQ SYBR Green Supermix (BioRad) according to the manufacturer's protocol. Sequences for gene-specific primers corresponding to PCR targets were obtained using LightCycler Probe Design software (Roche). The primers were synthesized and HPLC-purified at the Synthesis and Sequencing Facility of Johns Hopkins University (Baltimore, MD). The list of primers is given in Table 4. Quantitative PCR values were normalized using 18S rRNA and quantified. The results are reported as relative changes which were calculated as the ratios of normalized gene expression data of each group compared to the SS group.

### Statistical Analysis

Statistical analysis was performed using analysis of variance (ANOVA) followed by Fisher's protected least significant difference post-hoc comparison (StatView 4.02, SAS Institute, Cary, NC). Values are shown as means ± SEM. The null hypothesis was rejected at p<0.05.

## Supporting Information

Table S1 (0.06 MB DOC)

# Supplementary material for: Methamphetamine Preconditioning Alters Midbrain Transcriptional Responses to Methamphetamine-Induced Injury in the Rat Striatum
**Source:** PLoS One. 2009 Nov 12;4(11):e7812. doi: 10.1371/journal.pone.0007812
**Supplement:** Table S1 — (0.06 MB DOC)

Table S1. Schedule of METH pretreatment and challenges

|  | Monday | Tuesday | Wednesday | Thursday | Friday |
| --- | --- | --- | --- | --- | --- |
| Week 1 |  |  |  |  |  |
|  |  |  |  |  |  |
| 9:00 | 0.5 mg/kg | 1 mg/kg | 1 mg/kg | 1.5 mg/kg |  |
| 10:00 |  |  |  |  |  |
| 11:00 |  |  | 1 mg/kg | 1.5 mg/kg |  |
| 12:00 |  |  |  |  |  |
| 13:00 |  |  | 1 mg/kg | 1.5 mg/kg |  |
| 14:00 |  |  |  |  |  |
| 15:00 | 0.5 mg/kg | 1 mg/kg | 1 mg/kg | 1.5 mg/kg |  |
| 16:00 |  |  |  |  |  |
|  |  |  |  |  |  |
| Week 2 |  |  |  |  |  |
|  |  |  |  |  |  |
| 9:00 | 1 mg/kg | 1.5 mg/kg | 2 mg/kg | 2.5 mg/kg |  |
| 10:00 |  |  | 2 mg/kg | 2.5 mg/kg |  |
| 11:00 | 1 mg/kg | 1.5 mg/kg | 2 mg/kg | 2.5 mg/kg |  |
| 12:00 |  |  | 2 mg/kg | 2.5 mg/kg |  |
| 13:00 | 1 mg/kg | 1.5 mg/kg | 2 mg/kg | 2.5 mg/kg |  |
| 14:00 |  |  | 2 mg/kg | 2.5 mg/kg |  |
| 15:00 | 1 mg/kg | 1.5 mg/kg |  |  |  |
| 16:00 |  |  |  |  |  |
|  |  |  |  |  |  |
| Week 3 |  |  |  |  |  |
|  |  |  |  |  |  |
| 9:00 | 2 mg/kg |  | 5 mg/kg |  |  |
| 10:00 | 2 mg/kg |  | 5 mg/kg |  |  |
| 11:00 | 2 mg/kg |  | 5 mg/kg |  |  |
| 12:00 | 2 mg/kg |  | 5 mg/kg |  |  |
| 13:00 | 2 mg/kg |  | 5 mg/kg |  |  |
| 14:00 | 2 mg/kg |  | 5 mg/kg |  |  |
| 15:00 |  |  | 5 mg/kg |  |  |
| 16:00 |  |  | 5 mg/kg |  |  |

Initially the rats were divided into two groups, with one group receiving saline and the other group getting METH pretreatment according to the schedule described below during first and second weeks as well as Monday of the third week. The saline pretreatment was followed by with either saline (SAL/SAL) or METH challenges (SAL/METH), the METH pretreatment was followed by METH challenges (METH/METH) or METH followed by SAL(METH/SAL) on Wednesday of the third week and killed 24 h later.

How the deposited data were processed for this re-analysis (not part of the article)

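RNA from the SN/VTA of rats was measured on Illumina RatRef-12 arrays in 4 groups, which cross pretreatment (saline or METH) with challenge (saline or METH). The arrays used here number 3 for SS, 3 for SM, 4 for MS and 3 for MM. The authors extracted the signals in BeadStudio and normalized them in GeneSpring, and the deposited value of each probe on each array is a ratio to the level of that probe over the arrays, with a lower limit of 0.01. The signal in units was recovered from these ratios by finding the step on each array of which the values of dim probes are whole multiples, with values at the limit taken as 0. The percent of probes over 32 units ranges from 44.25 to 51.66 between arrays. Within groups the SD is 3.06 units for probes averaging 1 to 5 units, 4.86 at 5 to 10 units and 6.0 at 10 to 20 units, so a ratio between dim values has little precision.

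Probes were named by the annotation that comes with the array platform, and 13752 of the 13793 probes with a symbol were matched to the current rat annotation, with 0 changed symbols. Of the 22523 probes, 8730 carry no symbol and 13337 genes are named. For a gene with several probes the probe with the highest mean is used.

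Ratios were divided by the median of their array, which ranges from 0.770 to 0.952, raised to a floor at the 25th percentile of all values, 0.0107, and put on the log2 scale. Probes above the floor on at least 3 of the 13 arrays were tested, 17140 in all, of which 11320 have a symbol. A linear model with a mean per group was fitted in limma 3.58.1 (R 4.3.3) with a trended prior of 2.8 degrees of freedom, and contrasts were taken for MS against SS, SM against SS and MM against MS, for the difference between the challenge effects in METH-pretreated and saline-pretreated rats, and for the average of these effects. A probe counts as changed at the criterion of the paper, a fold of 1.7 at an unadjusted p under 0.05, and p-values adjusted by the method of Benjamini and Hochberg are given beside it. The same steps were tested on simulated data of 17140 probes with 3 arrays per group, where 62% of 2-fold and 83% of 4-fold changes reached an adjusted p under 0.05. These changes were placed in probes above the limit on all arrays, with the largest SDs capped, so the shares do not cover dimmer probes.

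The 30 gene lists were written from general knowledge, for the gene classes the paper discusses and for cell types of the midbrain and its surroundings. Some members, among them Irf7, Eif2ak2, Gbp2, Cxcl9, Rtp4, Trh, Derl3, Pf4 and Hspb2, had been seen first in the paper's tables of changed genes. Lists with at least 3 tested members were compared with all other probes by camera with a preset correlation between genes of 0.01, and again with the correlation estimated from the arrays and by the rotation test fry. Members that pass when p-values are adjusted over the list alone are counted beside the members that meet the criterion.

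The genes named in the text are those the paper names in its account of the array results or its quantitative PCR figures, the 10 probes with the smallest p in each direction of each comparison among those changed 1.7-fold and above the floor in every array of the brighter group, the members with the 4 smallest p of each list that passes, and Th, Slc6a3, Slc18a2, Actb and Gapdh. This rule and the main settings were fixed before the data were examined, with the values printed in the tables of the paper already known. Slfn4, Mmp3, Fbxl12, Rrh and the probe ILMN_1368942 fall outside the rule and were named after their values were seen.

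Folds against a group with all arrays at the limit are given as lower bounds against the floor. They are taken from the mean of the brighter group and make no allowance for scatter between arrays. Overlaps between comparisons that share a group were set beside 20 simulations in which no group differs. Counts and list results were also computed for other splits of the same arrays, with all splits taken where there are at most 100 and 100 drawn otherwise, and list means and single genes were tested over both challenges with the 700 exact regroupings of arrays within each pretreatment. For Trh the largest moderated t of any of 11518 probes with recovered signals was also taken in each regrouping, a test chosen after seeing the data. Same-numbered arrays of different groups were compared by their residuals. Of 15 such pairs 6 have a correlation over 0.1. The median was 0.076 for same-numbered pairs and 0.0415 for differently numbered pairs of the same array set (defined below). It was -0.0605 for pairs of different sets. For 7 of the 13 arrays the best partner in another group had the same number. A link between same-numbered arrays is therefore not excluded. The main model did not use the replicate number as a pairing, and a block on it was among the alternatives.

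The alternatives tried are quantile normalization, values as deposited, the floor at 0.5 and 2 times its value, an offset in place of the floor, no filter on dim probes and a stricter filter, limma without trend, with robust priors, with array weights, with the replicate number as a block and on 2 groups only, analysis of variance with the protected least significant difference of Fisher, pairwise Student tests, a GeneSpring-style analysis, and each array left out in turn. Added after seeing the data were probes above the limit on all arrays only, recovered signals plus 16 units for probes over 32 units on at least 3 arrays, the array set (replicates 1 and 2 against 3 and 4) as a term, and Welch's test on the deposited values. Figures were drawn with matplotlib 3.10.9 and the recovery of signals was written in Python 3.11.15 with numpy 2.4.6. The quantitative PCR and monoamine data are not analysed here.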

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

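Of the tests in this part, those of the array set and of the lower limit of the ratios for the interferon-stimulated genes were chosen after the result was seen.

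Interferon-stimulated genes, which the paper does not discuss apart from Irf7, were lower after the METH challenge in both pretreatments (camera adjusted p = 1.11e-08 in SM against SS and 8.79e-11 in MM against MS), and every one of the METH-challenged arrays (list means -0.75 to -0.14) lay below every saline-challenged array (0.01 to 1.01). Over both challenges the mean of 40 genes changed by -0.66 (SE 0.18), in 2 of 700 exact regroupings as far from 0 (highest of the others 0.67). This gives an exact p of 0.00286, or 0.0429 adjusted over 30 lists. Members such as Irf7, Eif2ak2, Gbp2, Cxcl9 and Rtp4 had been seen among the paper's changed genes before the list was written. The p-values take no account of that, so chance is not excluded. The camera test with an estimated correlation gave adjusted p = 0.0426 over both challenges (0.0174 in fry) but 0.109 in SM against SS and 0.117 in MM against MS. The 31 members above the limit on all arrays changed by -0.35 (SE 0.12), which argues against the lower limit of the ratios as the whole cause. With the array set as a term the change was -0.68 (SE 0.18), and it was below 0 within each set in both challenges. In SM against SS within replicates 1 and 2 (-0.2) a single array stands on each side. These values argue against the set as the whole cause, with a bound of 0 chosen after the result was seen. A part played by the set is not excluded. A smaller share of meninges and choroid plexus (-0.61, SE 0.28 with that list as a covariate, against -0.66 for the meninges list itself) or of microglia (-0.70, SE 0.21) as a covariate left the change nearly as large, but the errors do not exclude a change 2 times smaller, so these cannot be told apart from an effect of METH. A candidate explanation is that high-dose METH lowers interferon signalling in the SN/VTA 24 h later, and a measurement of Irf7 and Gbp2 in cells sorted from this tissue, or in samples without meninges, would separate these.

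The other lists hold genes outside those the paper names and passed the camera test at its preset correlation. Markers of meninges and choroid plexus were lower in SM against SS (adjusted p = 0.00149, 12 of 14 genes) and in MM against MS (5.97e-05, 14 of 14), with 8 of 700 regroupings as far from 0 over both challenges (0.0855 adjusted over 30 lists, but 0.0141 in camera with an estimated correlation and 0.00553 in fry), and the abundant Igf2 was at 4120 ± 727 units in SS, 2710 ± 395 in SM, 3970 ± 560 in MS and 3160 ± 191 in MM. This list and the microglia list hold no gene of the interferon list. Blood cell markers were lower in MS against SS (0.000307, 7 of 8 genes, mean log2 fold change -0.53) and in SM against SS (4.68e-06, 7 of 8, -0.72). Both comparisons use the same SS arrays, with list means of 0.39 to 0.56, against -0.64 to 0.28 on all other arrays. The blood marker calls are therefore not separate results, and high values in SS can give both. Myelin and oligodendrocyte markers were lower in SM against SS (0.00283, 11 of 14, mean -0.20, with Opalin falling from 725 ± 15.1 to 381 ± 119 units) and in MM against MS (0.00544, 12 of 14, -0.16). Serotonin neuron markers were higher in MM against MS (0.000537, 8 of 8, 0.62), with a difference of -0.01 within replicates 1 and 2 and 1.34 within 3 and 4. Oxidative phosphorylation genes (0.000798, 39 of 44, 0.08), antioxidant and phase 2 genes (0.00527, 22 of 28, 0.03), ependymal and cilia markers (0.00293, 7 of 7, 0.34) and glucocorticoid-responsive genes (0.00387, 12 of 15, 0.09) were higher in SM against SS. Endoplasmic reticulum stress genes (0.0342, 17 of 21, 0.05) and genes with RE1 sites (0.0342, 14 of 23, 0.13) were higher in MM against MS. With an estimated correlation the adjusted p of these lists in the single comparisons, meninges in MM against MS (0.0369) aside, was 0.0723 or higher. Calls were lost, with these adjusted p, without SS replicate 2 for blood cell markers in MS against SS (0.087), myelin (0.158) and ependymal markers (0.116) in SM against SS, without SM replicate 3 for ependymal markers (0.132) and glucocorticoid-responsive genes (0.0581, and 0.278 without SS replicate 3), without SM replicate 4 for oxidative phosphorylation (0.0722) and antioxidant genes (0.149) and without MS replicate 3 for myelin in MM against MS (0.0638). The call of endoplasmic reticulum stress genes was lost in 7 of 28 settings (among them 0.117 and 0.129 without MS replicates 3 and 4 and 0.0585 and 0.13 without MM replicates 2 and 3). So was that of genes with RE1 sites (among them 0.0816, 0.0804 and 0.0521 without MS replicates 1, 2 and 4 and 0.0585 and 0.13 without MM replicates 2 and 3). The ependymal mean was -0.49 on SS replicate 2 and -0.11 to 0.48 on the SM arrays, and the glucocorticoid mean was -0.21 on SS replicate 3 against 0.14 and 0.37 on the other SS arrays, and 0.43 on SM replicate 3 against 0.03 and 0.11 on the other SM arrays.

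In the MS group 1 array lay far from the other 3 for 2 of 57 sets of values tested, where chance gives about 1 in 20. These sets were the share of values at the limit, the gene list means and named genes. Both far arrays were seen for named genes, and a gene with an MS array at the limit could not be flagged. Syt2 was at 4.29 units on MS replicate 4 against 8.78 to 9.41 on the others, and Hmox1 at 255 on MS replicate 1 against 230 to 233.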

How the results depend on the processing

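Of the tests in this part, those restricted to probes above the limit on all arrays, on recovered signals plus 16, with the array set as a term and with Welch's test on the deposited values were chosen after seeing the data. Directions were followed across settings only for the genes named by the rule and the gene lists that passed, not for the other changed probes. None of these genes at the criterion took the opposite direction in any setting, and no list passed in both directions, while genes that did not pass crossed 0 in some settings. Of the single-gene and list results, 13977 of those planned kept their side of the threshold, 252 became weaker and 163 stronger, and of those added 1627 kept it, 49 became weaker and 12 stronger. The number of gene list tests passed, 17, ranged from 14 to 21 with an array left out, and interferon-stimulated genes passed in 28 of 28 settings in both challenge comparisons (adjusted p 9.14e-13 to 2.44e-05 in SM against SS and 1.27e-16 to 2.25e-05 in MM against MS). Trh in MM against MS stayed past the criterion in 32 of 32 settings (1.59 to 2.23) and in SM against SS in 25 of 32 (0.78 to 1.37), and Mmp14 in 32 of 32 in both (-2.06 to -1.38 and -1.40 to -1.15). Counts depend on the test: in the main analysis the MS vs SS changed probes are 193, the SM vs SS changed probes 277 and the MM vs MS changed probes 227. Analysis of variance with the protected least significant difference gave 69 (MS against SS), 107 (SM against SS, 3 adjusted) and 91 (MM against MS), 100 for the difference of challenge effects (2 adjusted), an overlap of 25 for MS against SS with SM against SS, and 51 of the listed genes of the paper in place of 79. Student tests gave 125 (2 adjusted), 181 (5 adjusted) and 123, with overlaps of 8 (the 2 challenge comparisons), 18 (MS against SS with SM against SS) and 18 (MS against SS with MM against MS). The GeneSpring-style analysis gave 180 (4 adjusted) for SM against SS, 130 (0 adjusted) for MM against MS and overlaps of 9, 21 and 19 in the same order. Array weights gave 330 for MS against SS, 395 for MM against MS (0 adjusted), 1 adjusted for SM against SS, 488 for the difference and overlaps of 28, 94 and 76. Only probes above the limit on all arrays gave 81 (0 adjusted), 149, 107 (0 adjusted) and 170 for the difference, overlaps of 8, 23 and 9, a correlation of the challenge effects of 0.105 and 40 listed genes, as fewer probes are tested. Recovered signals plus 16 gave 16 (0 adjusted), 38, 46 (0 adjusted) and 54 for the difference, overlaps of 4, 5 and 3, a correlation of 0.183 and 14 listed genes. Welch's test on the deposited values gave 85 (0 adjusted), 118 and 115 (0 adjusted), with overlaps of 7, 11 and 10. The 1 adjusted probe of MS against SS and that of MM against MS became 0 with robust priors, 2 groups only (where the overlap of MS against SS with SM against SS is 29), quantile normalization, values as deposited, the replicate block and the array set as a term. The floor at 0.5 times gave 0 for MS against SS, and the floor at 2 times and an offset in place of the floor gave 0 for MM against MS. Without trend SM against SS had 3 adjusted probes and the difference 2, with an overlap of 26 between the challenge comparisons. No filter and the stricter filter gave 1 adjusted probe for SM against SS and 2 for the difference. Apart from the numbers of probes tested, the cause was not tested. Leaving out 1 array gave 180 to 281 changed probes in MS against SS, 265 to 418 in SM against SS (418 without SM replicate 1), 211 to 304 in MM against MS and 276 to 390 for the difference, with 0 to 3, 0 to 4, 0 to 1 and 0 to 1 adjusted. MS against SS had 3 adjusted probes without SS replicate 2, 2 without SS replicate 4, 1 without MS replicate 4 and 0 without any 1 of the others. SM against SS had 2 without SS replicate 2, 4 without SM replicate 1, 1 without MS replicate 2, and the difference had 1 without MS replicate 4. MM against MS kept 1 only without MS replicate 3 and without MM replicate 3. The correlation was 0.022 to 0.064 and the listed genes 66 to 78. Overlaps were 16 to 25 for the challenge comparisons (25 without SS replicate 3, 23 without SM replicate 3), 45 to 114 for MS against SS with SM against SS (104 without SS replicate 2, 114 without SS replicate 4) and 25 to 68 for MS against SS with MM against MS (66, 67, 63 and 68 without MS replicates 1, 2, 3 and 4). Gene lists were not tested under the analysis of variance, Student, GeneSpring-style and Welch settings, and the pairwise tests give no difference of challenge effects. Precision is limited by signal over background, since 28.21% of the values lie at the limit.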

Differences from the paper's values

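Of the settings named in this part, Welch's test on the deposited values and the array set as a term were chosen after seeing the data. The criterion is the one the paper states, and the general statistics section of the paper names analysis of variance with the protected least significant difference of Fisher, without a test given for the arrays alone. The alternatives set before the data were examined number 28 besides the main analysis, and all 12 counts differ from the paper's by more than 1.5 times in the main analysis. For MS against SS the paper gives 63 changed genes (20 up, 43 down) and the values here are 193 (95 up, 98 down). For SM against SS the paper gives 100 (50 up, 50 down) and here 277 (116 up, 161 down). For MM against MS the paper gives 95 (70 up, 25 down) and here 227 (127 up, 100 down). For genes changed in any comparison the paper gives 238 and here 604, for those in all comparisons the paper gives 2 and here 4, and for the overlap of the challenge comparisons the paper gives 7 and here 15. Counts here are of probes.

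Analysis of variance with the protected least significant difference of Fisher comes within 1.5 times of the paper for MS against SS (69, with 28 up and 41 down), SM against SS (107, 41 up, 66 down), MM against MS (91, 52 up) and any comparison (204), but gives 39 down in MM against MS, 4 in all comparisons and an overlap of 16. Student tests come within it for MM against MS (123, 67 up), all comparisons (2) and the overlap (8), and the GeneSpring-style analysis for MM against MS (130, 67 up), all comparisons (3) and the overlap (9). Up in MM against MS, leaving out MM replicate 2 also does (79). The count in all comparisons is 3 with no filter, with the replicate block, and without SS replicate 2, SM replicate 3 or MS replicate 1. The other alternatives stay outside 1.5 times for each count, and for genes down in MM against MS this holds for all of them. Welch's test on the deposited values, chosen after seeing the values, gives 85 (25 up, 60 down), 118 (56 up, 62 down), 115 (85 up, 30 down), 292 in any comparison, 2 in all and an overlap of 7, and drops 1 of the 116 matched genes the paper calls.

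Of 116 matched genes in Tables 1 to 3, 7 have a fold that differs. In MS against SS the paper gives fold decreases of 22.94 for Pik3r6, 25.45 for E2f3 and 34.62 for Thap7, against 3.88, 0.957 (no decrease) and 3.67 here. In SM against SS the paper gives a fold decrease of 31.03 for Akr1c12 against 1.43 here. In MM against MS the paper gives fold increases of 12.97 for Havcr2 and 2.41 for Hltf and a fold decrease of 1.74 for Nxf7, against 1.08, 1.16 and 0.922 (no decrease) here. Of the alternatives set before the data were examined, 1 of 28 for Pik3r6 (6.75 without MS replicate 2) and 4 of 27 for Thap7 (a fold decrease of Thap7 of 4.21 with the floor at 0.5 times, 9.2 with the replicate block, 11.6 without SS replicate 2 and 10.1 without MS replicate 1) differ from the paper by less than the replicate SD, and 0 of 28 for the other 5. Another probe of the same gene gives folds in the listed direction of 22.9 for Pik3r6, 25.4 for E2f3, 34.6 for Thap7, 13 for Havcr2, 2.41 for Hltf and 1.74 for Nxf7, and 3.61 for Akr1c12. These are ratios of geometric means of the deposited values, and with that probe 115 of the 116 folds match the paper's. The choice of probe thus accounts for these differences, Akr1c12 aside.

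The paper states that Rpl36a was upregulated in MM against MS, and here its log2 fold change of 3.11 (SE 1.44) is in that direction without passing the criterion. It passes under the analysis of variance, Student tests, the GeneSpring-style analysis, no trend, robust priors, the floor at 2 times, the stricter filter and array weights, without SM replicate 1, SM replicate 4 or MS replicate 3, and, chosen after seeing the data, with the array set as a term and Welch's test. The paper describes fewer genes downregulated in the MM than in the SM group, and here 100 fell in MM against MS and 161 in SM against SS. Of the genes it names in both challenge comparisons, Irf7, Mmp14, Map3k6 and Olr1143 changed in the directions stated.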

Other observations

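Of the tests in this part, both on the folds of 10 or more and that on the choice of Trh were chosen after the result was seen, as were the settings with recovered signals plus 16, with only the probes above the limit on all arrays and with the array set as a term for counts.

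Folds of 10 or more among the listed genes of the paper come from dim probes. Of 44 such genes measured by the probe of the paper, 43 have a brighter group under 32 units and 44 have at least 1 array at the limit, with a median brighter signal of 4.58 units. On the scale of signal plus 16 their median absolute log2 fold is 0.34 and the largest 1.4, so the lower limit of the ratios is a candidate explanation for the size of these folds. Switching of these genes by METH cannot be told apart from scatter on these arrays, from which the genes were chosen. For Hspb2, Pip5k1c and Ptprm, which are among the listed genes with such folds, the paper reports increases by quantitative PCR in individual animals (Fig. 4), and the same measurement of Hells or Sypl2 would decide for those.

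Trh rose over both challenges by 1.57 (SE 0.35, 2.96-fold) on the scale of signal plus 16, the largest of the 700 exact regroupings (1 as large, highest other 1.51, exact p = 0.00143, the smallest they can give). The paper lists Trh because it changed on these arrays, and this p takes no account of that choice. Of 11518 probes 60 were at 1 of 700, where 16.5 would be by chance, and 386 of the 700 regroupings hold a probe with a moderated t as large as that of Trh (5.5, highest 14.25), so these arrays alone do not exclude chance. The paper also reports increases of Trh in SM and MM by quantitative PCR in individual animals (Fig. 4). With the array set as a term the change was 1.55 (SE 0.37). The sets are spread almost evenly over the groups, so this term could move the change little. It argues only against an offset between the sets as the cause, and it does not address a response that differs by set. A different share of serotonin neurons in the samples (1.12, SE 0.36 with that list as a covariate, the list itself changing by 0.52, SE 0.25) or of hypothalamic tissue (1.39, SE 0.39, the list without Trh changing by 0.28, SE 0.20) stays open, as the errors do not exclude a change 2 times smaller. Within replicates 1 and 2 and within 3 and 4 the change was 0.46 and 1.52 in SM against SS and 1.18 and 3.03 in MM against MS. A candidate explanation is induction of Trh by METH in the SN/VTA, and in situ hybridization would show in which cells.

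Other splits of the same arrays gave counts as large as the real ones. Chance is not excluded for the 193 changed probes of MS against SS (35 of 35 splits as large, highest other 832), its 1 adjusted probe (19 of 35, 25) and its 1 list passed (28 of 35, 7), nor for the 227 changed probes of MM against MS (26 of 35, 916), its 1 adjusted probe (12 of 35, 157) and its 7 lists (3 of 35, 8). The 10 splits of SM against SS never give a share under 0.1, with 277 changed probes (6 as large, highest other 321), 0 adjusted in limma from 748 unadjusted (10, 3) and 9 lists (1, 5). A count of 0 is matched by any split, so the shares beside the counts of 0 here test nothing. Of 100 regroupings, 94 were as large for the 285 probes of the difference (942), 100 for its 0 adjusted in limma from 490 unadjusted (2), 40 for the correlation of 0.046 (0.156), 56 for the overlap of 15 (55), 96 for the overlap of 51 (184) and 95 for that of 31 (222). The highest counts, 832 and 916, come from the splits that part replicates 1 and 2 from 3 and 4, several times the real counts, which points to a structure of the samples. The term for this set has 159 probes at adjusted p under 0.05, the first component of the residuals holds 23.5% of their variance, and with the set as a term there are 245 MS vs SS changed probes, 308 SM vs SS changed probes, 248 MM vs MS changed probes and 321 for the difference.

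The comparisons of MS with SS and of MM with MS share the MS arrays. When the MS arrays are split so that each comparison has its own, their effects have a correlation of 0.073 in place of -0.404 (simulated without any change, -0.433), and of 24 probes changed in both on average 7.83 were opposite. The opposite movement after pretreatment and after the challenge therefore comes with the shared arrays.

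Heat shock and chaperone genes were higher over both challenges by 0.23 (3 of 700 regroupings as far from 0, 0.0429 adjusted over 30 lists, but 0.189 in camera with an estimated correlation and 0.109 in fry, and at the preset correlation 0.314 without SM replicate 4 in SM against SS and 0.0816 without MS replicate 1 in MM against MS) and myelin and oligodendrocyte markers lower by -0.18 (2 of 700, 0.0429, 0.117 in camera and 0.0349 in fry). Mean changes over both challenges were -0.43 (SE 0.14) for blood cell markers, -0.26 (SE 0.20) for microglia and macrophage markers and -0.16 (SE 0.28) for endothelial and pericyte markers.

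Genes measured by quantitative PCR in the paper and not discussed above had these values on the arrays in SM against SS and MM against MS. Bdnf had log2 fold changes of 0.22 (SE 0.11) and 0.29 (SE 0.10), the latter from 129 ± 14.3 in MS to 168 ± 17.2 in MM, in limma below the fold criterion. On the scale of signal plus 16 it was higher over both challenges by 0.3, in 1 of 700 exact regroupings as far from 0 (p = 0.00143), and Hmox1 by 0.33 in 3 (p = 0.00429). The same test gave 9 of 700 for Sod1 (0.21) and for Sod2 (0.2), 218 for Gpx1 (0.13) and 145 for Fos (0.23), with no adjustment over genes. On that scale the median of all probes itself changed by 0.065 in SM against SS and 0.066 in MM against MS. In the main analysis this median was 0.008 and -0.013. The increases over both challenges are not corrected for that shift, which is large beside the smaller ones. Log2 fold changes were 0.19 and 0.09 for Sod1, 0.11 and 0.14 for Sod2, 0.14 and -0.02 for Gpx1, and 0.29 (SE 0.15) and 0.26 (SE 0.14) for Hmox1. Gdnf was at the limit on all arrays and was not tested. In MM against MS Pip5k1c reached 2.96 ± 1.36 units and Ptprm 2.84 ± 0.163, each with 3 of 4 MS arrays at the limit.

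Markers of dopamine and serotonin neurons varied widely between arrays, which bears on any gene enriched in these cells. Th ranged from 217 to 3030 units over the 13 arrays, Slc6a3 from the limit to 2360 and the serotonin marker Tph2 from 729 to 3530. Dopamine neuron markers averaged 0.24 in SM against SS and 0.63 in MM against MS (camera adjusted p = 0.177 and 0.267). The lists that passed in no comparison and are not named above gave these medians and adjusted p in MS against SS, SM against SS and MM against MS: astrocyte markers 0.02, 0.11 and 0 (0.675, 0.237 and 0.990), microglia and macrophage markers 0, -0.04 and -0.09 (0.675, 0.499 and 0.997), endothelial and pericyte markers 0.09, -0.03 and -0.09 (0.936, 0.649 and 0.629), forebrain neuron markers 0.15, 0.02 and 0.14 (0.675, 0.578 and 0.629), inflammatory cytokine and chemokine genes -0.06, -0.08 and 0.06 (0.675, 0.578 and 0.629) and neurotrophic factor genes 0.02, 0.02 and -0.09 (0.936, 0.980 and 0.975).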
